# MicroRNA-mediated attenuation of branched-chain amino acid catabolism promotes ferroptosis in chronic kidney disease

**DOI:** 10.1038/s41467-023-43529-z

**Published:** 2023-11-28

**Authors:** Hisakatsu Sone, Tae Jin Lee, Byung Rho Lee, Dan Heo, Sekyung Oh, Sang-Ho Kwon

**Keywords:** Kidney, Non-coding RNAs, Chronic kidney disease

## Abstract

Chronic kidney disease can develop from kidney injury incident to chemotherapy with cisplatin, which complicates the prognosis of cancer patients. MicroRNAs regulate gene expression by pairing with specific sets of messenger RNAs. Therefore, elucidating direct physical interactions between microRNAs and their target messenger RNAs can help decipher crucial biological processes associated with cisplatin-induced kidney injury. Through intermolecular ligation and transcriptome-wide sequencing, we here identify direct pairs of microRNAs and their target messenger RNAs in the kidney of male mice injured by cisplatin. We find that a group of cisplatin-induced microRNAs can target select messenger RNAs that affect the mitochondrial metabolic pathways in the injured kidney. Specifically, a cisplatin-induced microRNA, miR-429-3p, suppresses the pathway that catabolizes branched-chain amino acids in the proximal tubule, leading to cell death dependent on lipid peroxidation, called ferroptosis. Identification of miRNA-429-3p-mediated ferroptosis stimulation suggests therapeutic potential for modulating the branched-chain amino acid pathway in ameliorating cisplatin-induced kidney injury.

## Abstract (web summary)

Cisplatin, a chemotherapy drug, can cause long-lasting kidney injury. The authors explore miRNA:mRNA interactions in cisplatin-injured kidneys and find that such a cisplatin inducible miRNA as miR-429-3p suppresses the catabolism of branched-chain amino acids, leading to stimulation of ferroptotic cell death.

## Introduction

A wide range of physical, chemical, and biological stimuli can disturb the homeostasis of body fluids that the kidney exquisitely maintains. These intrinsic or extrinsic insults frequently injure essential kidney tissues, prompting conserved biochemical mechanisms to repair the impairment^1,2^. While the afflicted kidney may be able to restore normal homeostasis from acute disturbance, lingering unresolved impairments would mount a long-lasting pathological state^1,2^. Such a persistent failure of the kidney, chronic kidney disease (CKD) affects more than one-tenth of adults around the world, often compounded by such complications as diabetes and hypertension^3–5^. The high mortality and morbidity associated with CKD have thus warranted research on the biological processes underlying the development of CKD. In this regard, revealing alterations in gene expression that accompany CKD would help better understand and treat the disease.

The injury instigated by exposure to cisplatin, a chemotherapeutic agent to treat a wide range of cancers, is known to trigger CKD to develop^6,7^. While greatly reducing tumor mass, cisplatin can produce various side effects, including neurotoxicity, cardiotoxicity, and nephrotoxicity^8–10^. Hence, CKD can develop as a critical sequela in those cancer patients who have received cisplatin-based chemotherapy, complicating patients’ prognosis. As with other CKD inducers, cisplatin can likely elicit tubulointerstitial fibrosis and inflammatory responses in the injured kidney, which would ultimately proceed to a chronic malfunctioning state^11^. This suggests that cisplatin, as well as other CKD inducers, necessarily adjust the gene expression profiles of disturbed tissue to sustain such a pathological state.

To understand how cisplatin-induced kidney injury modifies gene expression to a perpetually adjusted state, here we investigate microRNA (miRNA), a class of small noncoding RNAs consisting of approximately 22 nucleotides in length^12^. miRNA represses the expression of messenger RNA (mRNA) at the post-transcriptional level through base-pairing interactions with target mRNAs, which would consequently undergo either nucleolytic decay or translational attenuation^12^. In the cytoplasm, an RNA-binding protein of the Argonaute (Ago) family, such as Ago2 assembles the miRNA-induced silencing complex (miRISC) by engaging both miRNA and its cognate target mRNA^12^. Indispensable for target mRNA silencing, the miRNA-mRNA interaction in miRISC has been thoroughly delineated in the biophysical and biochemical aspects^12^. However, the identities of target mRNAs for a given miRNA have been mostly deciphered through inexplicit means such as computational prediction, exogenous expression, and reporter assays^13,14^. Accordingly, revealing definitive pairs of a miRNA and its target mRNAs necessitates an analysis specifically designed for detecting endogenous interactions between the two.

Thus, we here aim to uncover the transcriptome-wide landscape of endogenous miRNA-mRNA interactions in the cisplatin-injured kidney. To this end, the present study implements chimeric-eCLIP-seq, a high-throughput sequencing-based approach to identify miRNA and its target mRNA simultaneously, both of which are associated with Ago2 in miRISC^15–17^. In this method, miRISC-engaged miRNAs and mRNAs are crosslinked to the Ago2 protein with irradiating ultraviolet (UV) light to live cells. The cells are then lysed and successively treated with ribonuclease (RNase) to truncate lengthy mRNAs. The resultant Ago2 complex covalently conjugated to both the miRNA and the RNase-treated trimmed mRNA fragment is then collected by immunoprecipitation with an anti-Ago2 antibody. Afterward, the mRNA fragment and the miRNA are ligated to each other, and the resultant chimeric RNA molecules are subsequently subjected to RNA-seq analysis to discover transcriptome-wide endogenous pairs of miRNAs and their target mRNAs. Reflecting the practical difficulty of performing the UV-irradiation procedure, pulling down Ago2 proteins in vivo, and ligating RNA molecules, however, chimeric-eCLIP-seq studies have been undertaken primarily in cultured cell models thus far.

We present here a benchmark for which the chimeric-eCLIP-seq methodology uncovers an organ-level in vivo landscape of miRNA-mRNA interaction, demonstrating it in the mouse kidney injured by cisplatin. Our approach not only enables the determination of in vivo target mRNA inventory of miRNAs in the chronically injured kidney, as similarly achieved by recent studies on other organ systems^15,17^; but also allows for the identification of specific biological processes that miRNAs regulate in the chronically injured state. We provide evidence that miRNAs expressed in the cisplatin-injured kidney downregulate target mRNAs involved in various carbon-compound metabolism, principally centering on mitochondrial catabolic processes. We find that miRNAs in the injured kidney such as miR-429-3p downregulate the biochemical pathway catabolizing select essential amino acids, valine, leucine, and isoleucine, which are collectively termed branched-chain amino acids (BCAAs)^18,19^. We further demonstrate that blunted BCAA catabolism in this manner can engage iron-dependent lipid peroxidation-mediated cell death, called ferroptosis^20–22^, thus illuminating an unprecedented role for miRNA-mediated gene regulation in stimulating ferroptotic cell death through increasing BCAA levels in the injured kidney.

## Results

### A mouse chronic kidney disease model induced by cisplatin

Previous studies have simulated chronic kidney disease (CKD) in mice by repeatedly administering low doses of cisplatin to induce kidney injury^23–25^. Therefore, we exploited such a cisplatin-induced kidney injury mouse model to study CKD, aiming at elucidating CKD-associated alterations in gene expression. Since different doses of cisplatin are known to induce varying renal outcomes and mortality^26^, we piloted the optimal dose of cisplatin in our model by injecting either 7, 8, or 9 mg per kg of cisplatin intraperitoneally into 9-week-old male subject mice four times for the initial three weeks (Fig. 1a). Subsequently, mice were left to develop pathological responses in the kidney for an additional four weeks (Fig. 1a). The subject mice were examined for serum content and gene expression of the kidney at the end of the seven-week period to verify our experimental strategy as a CKD model (Fig. 1a).

**Fig. 1:**
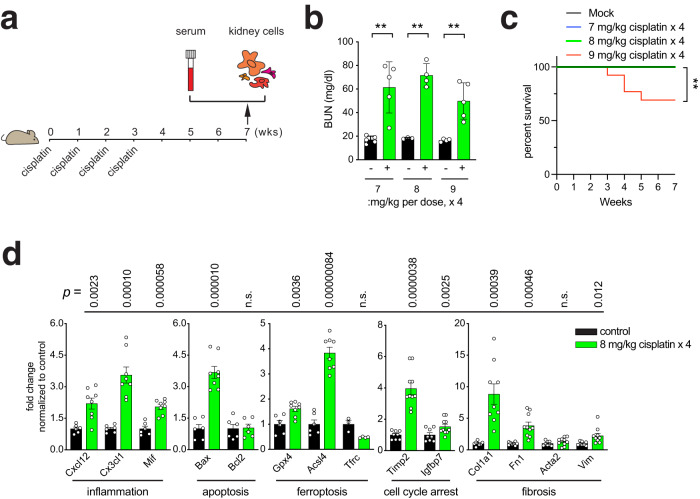
A mouse chronic kidney disease model induced by cisplatin. **a** Strategy for inducing chronic kidney disease (CKD) in mice. Varying doses of cisplatin, 7, 8, or 9 mg per kg, were injected intraperitoneally to 9-week-old male mice four times a week as shown. The subject mice were examined for serum content and gene expression of the kidney at the end of the seven-week period. **b** Blood urine nitrogen (BUN) levels in serum measured for the cisplatin-injured mice. Each dot indicates individual, biologically independent mice. *n* = 5, *n* = 4, and *n* = 5 for 7, 8, and 9 mg/kg cisplatin-treated mice, respectively. *n* = 5, *n* = 3, and *n* = 4 for matched mice without cisplatin treatment, respectively. Data are shown as Mean ± SD. **, *p* < 0.005, unpaired, two-sided t-test. **c** Kaplan-Meyer survival analysis for cisplatin-injured mice during the seven-week period. **, *p* < 0.005 as measured by the Mantel-Cox test. *n* = 19, *n* = 9, *n* = 9, *n* = 13 for mock, 7, 8, and 9 mg/kg cisplatin-treated mice, respectively. **d** RT-qPCR analysis showing the transcript levels of selected genes involved in inflammation, apoptosis, ferroptosis, cell cycle arrest, and fibrosis. Each dot indicates individual, biologically independent mice. Cxcl12, Cx3cl1, Mif, Bax, Bcl2, Gpx4, and Acsl4: *n* = 6 (control) and *n* = 8 (8 mg/kg cisplatin). Tfrc: *n* = 3 (control) and *n* = 4 (8 mg/kg cisplatin). Timp2, and Igfbp7: *n* = 8 (control) and *n* = 10 (8 mg/kg cisplatin). Col1a1: *n* = 8 (control) and *n* = 9 (8 kg/mg cisplatin). Fn1, Acta2, and Vim: *n* = 8 (control) and *n* = 10 (8 kg/mg cisplatin). Data were normalized to their respective control and presented as Mean ± SEM. n.s., not significant (*p* > 0.05), unpaired, two-sided t-test. Source data are provided as a Source Data file.

To assess the degree of chronic injury state initiated by repeated exposure to cisplatin, we measured the level of blood urine nitrogen (BUN). All three doses of cisplatin significantly increased BUN levels at the end of the seven-week period (Fig. 1b), demonstrating that our experimental approach can compromise kidney function, as expected. However, the highest dose used, 9 mg per kg, induced substantial mortality, as shown by Kaplan-Meyer survival analysis (Fig. 1c). Therefore, we used the sublethal dose of 8 mg per kg in the subsequent analyses, as it could induce a sufficient degree of pathological responses, while avoiding unwanted mortality in the subject animals.

Consistent with the observation of increased BUN levels (Fig. 1b), cisplatin (8 mg/kg) administration correspondingly altered the expression of genes related to tissue damage responses, as revealed by quantitative RT-PCR (RT-qPCR) analysis to measure transcript levels (Fig. 1d). Various genes involved in inflammation (*Cxcl12*, *Cx3cl1*, and *Mif*), apoptosis (*Bax*), ferroptosis (*Gpx4* and *Acsl4*), cell cycle arrest (*Timp2* and *Igfbp7*), and fibrosis (*Col1a1*, *Fn1*, and *Vim*) were significantly upregulated at the transcript level in response to cisplatin (Fig. 1d). Expression of the anti-apoptotic gene *Bcl2* does not appear to vary, suggesting that it might not counterbalance the pro-apoptotic response associated with the elevated expression of *Bax* (Fig. 1d). Likewise, the transcript levels of *Tfrc* (ferroptosis) and *Acta2* (fibrosis) genes did not change in the cisplatin-treated kidney (Fig. 1d). However, the level of α-SMA (α-Smooth muscle actin, the protein product of the *Acta2* gene) was found upregulated in the cisplatin-treated kidney along with other fibrosis markers such as Fibronectin, Vimentin, and Collagen (the protein product of the *Col1A1* gene), as revealed by Western blot analysis (Supplementary Fig. 1), suggesting that fibrotic gene expression might be regulated differentially at the transcript and the protein levels.

### Chimeric-eCLIP-seq identifies Ago2-associated, directly interacting pairs of miRNA and its target mRNA in the cisplatin-injured kidney

To understand how cisplatin alters transcript levels of various tissue damage response-related genes (Fig. 1d), we considered miRNAs, each of which can target a range of mRNAs simultaneously, thereby producing a multitude of effects in gene expression. To uncover the transcriptome-wide landscape of miRNA-mRNA interaction, we employed chimeric-eCLIP-seq, an adaptation of CLIP-seq methodology^16^, which had been developed for identifying RNA molecules that directly associate with an RNA-binding protein by covalently crosslinking of the two by irradiating ultraviolet (UV) light to live cells. The chimeric-eCLIP-seq method was purposely devised for the analysis of miRISC-loaded RNAs by performing Ago2 immunoprecipitation and subsequent intermolecular ligation between the resultant co-immunoprecipitated miRNA and mRNA fragments, yielding a hybrid chimeric RNA molecule to be subjected to RNA-seq analysis.

We verified that the chimeric-eCLIP-seq procedure is feasible in the mouse kidney by effectively immunoprecipitating UV-crosslinked Ago2 from both the normal and the cisplatin-injured kidneys (Supplementary Fig. 2a), demonstrating that chimeric-eCLIP-seq can analyze the Ago2 complex that is UV-crosslinked in the kidney. 

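Kidneys of 3 control male mice, which received saline, and of 3 male mice given 4 injections of 8 mg/kg cisplatin were compared at week 7 by total RNA-seq, with 1 library per mouse. The transcriptomes of the 2 groups stood far apart. In a principal component analysis of log2 CPM (counts scaled to library size), the first component held 80.4% of the variance and placed the control libraries between -52.9 and -52.5 and the cisplatin libraries between 44.3 and 58.8. The cisplatin libraries were also less alike than the control libraries: along the second component, which held 6.69%, they ran from -24.2 to 26.3, against -4.16 to 8.40 for the control libraries.
The paper trimmed adapters with Cutadapt, aligned the read pairs to the mouse genome (mm39) with STAR and counted pairs per gene. The values used here are those raw counts for the strand of the transcript, which equal the counts printed in Supplementary Data 1 in 1976 of the 1976 rows compared. The counted pairs numbered 26627554, 24111688 and 24654937 in the control libraries and 23116697, 25356523 and 21891855 in the cisplatin libraries. The count files account for 28922839 to 34090748 read pairs per library. Mitochondrial ribosomal RNA took 45.5% to 48.0% of the counts in control and 41.1% to 48.6% in cisplatin libraries. Read pairs without an annotated exon on the strand of the transcript made up 4.73% ± 0.117 (SD, n = 3) of the control pairs. In the cisplatin libraries they made up 7.35% ± 1.73 (SD, n = 3). Pairs on exons of the opposite strand can be among them. Every cisplatin library lay above every control library (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow).
Genes with too few counts were removed with the filterByExpr function of edgeR (minimum count of 10 and minimum total of 15), which left 15662 genes, 13634 of them protein-coding. The libraries were scaled with TMM factors, which were 0.844 to 0.894 in control and 1.05 to 1.26 in cisplatin libraries. Groups were compared with edgeR's quasi-likelihood test and the Benjamini-Hochberg adjusted p, with a threshold of 0.05 and no threshold on the fold. The biological coefficient of variation was 11.0%. A negative log2 fold change means a lower level in the cisplatin-treated kidney. Lists of pathway genes and of cell type markers (35 lists, 713 genes) were fixed before the count files were opened, with the paper and the printed part of Supplementary Data 1 already read, and were tested as groups with limma's camera against all other tested genes, with a preset correlation of 0.01 between genes and again with an estimated one. All of these are whole lists, not the target sets of the chimeric-eCLIP-seq, of which only the miR-429-3p list was analysed here.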

Furthering our endeavors, by using control and 8 mg/kg cisplatin-treated mouse kidney samples, we performed total RNA-seq and small RNA-seq analyses in parallel with chimeric-eCLIP-seq to compare profiles of Ago2-engaged miRNA-mRNA pairs with those of expressed mRNAs and miRNAs in the corresponding kidney tissues (Fig. 2a). Total RNA-seq and small RNA-seq data (Supplementary Data 1 and 2) revealed that the mouse kidney expresses 58.24% and 40.90% of the entirety of the annotated mouse mRNA and miRNA, respectively, reflecting the renal lineage specification of gene expression (Fig. 2b). 

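These kidneys expressed 12629 of 21630 annotated protein-coding genes (58.4%, 95% Wilson interval 57.7% to 59.0%), counting a gene as expressed with at least 1 CPM in at least 3 of the 6 libraries. Of the listed cell type markers, all 20 of the proximal tubule, all 14 of the collecting duct, all 10 of the podocyte, all 17 of macrophages and all 5 of erythroid cells passed filterByExpr and were tested, as did 9 of 10 of liver, 5 of 7 of fat, 7 of 12 each of T cells and of B and plasma cells, 3 of 7 of the neutrophil and 1 of 8 of the adrenal gland. The marker Kap, a kidney androgen-regulated protein made in the proximal tubule, had 21207 ± 440 CPM (SD, n = 3) in control kidneys. More genes were expressed after cisplatin: 58.2% to 59.8% of them passed 1 CPM in single cisplatin libraries and 55.2% to 55.7% in single control libraries. In all, 459 genes passed 1 CPM in every cisplatin library and in no control library, and 34 did the reverse. Cbr3, a carbonyl reductase that acts on drugs, was one of the former, with 0.774 ± 0.173 CPM (SD, n = 3) in control and 28.6 ± 1.76 CPM (SD, n = 3) in cisplatin-treated kidneys. The minimum level behind the share is a choice made here, because the paper's text does not name the one it used.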

Analysis of chimeric eCLIP-seq reads of miRNA-mRNA hybrids (Supplementary Data 3) detected 19.68% of mRNA and 35.17% of miRNA when compared to those from our total and small RNA-seq data, respectively (Fig. 2b).

**Fig. 2:**
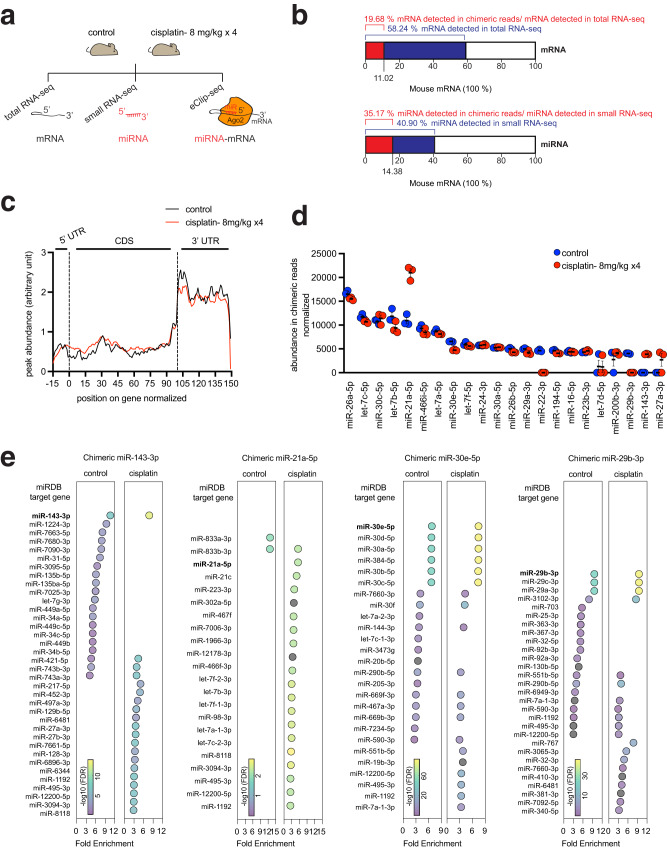
chimeric-eCLIP-seq analysis identifies Ago2-associated, directly interacting pairs of miRNA and its target mRNA in the cisplatin-injured mouse kidney. **a** Approach to determine directly interacting pairs of miRNA and its target mRNA (chimeric-eCLIP-seq) in the cisplatin-injured kidney, as well as to identify mRNAs (total RNA-seq) and miRNAs (small RNA-seq) expressed in matching kidney tissues. **b** Percentages of sequencing reads from total RNA-seq and small RNA-seq (blue) in the entirety of annotated mouse RNA. Percentages of sequencing reads from chimeric-eCLIP-seq reads are shown relative to the total kidney-expressed mRNAs and miRNAs (red). **c** The position of the miRNA reads mapped along the metagene of mRNA from chimeric-eCLIP-seq performed without UV crosslinking. 5’UTR, 5’ untranslated region. CDS, coding sequence. 3’UTR, 3’ untranslated region. **d** Display of miRNAs ranked by the abundance of miRNA-mRNA chimeric reads of the chimeric-eCLIP-seq. Measurements were made from biologically independent mice. *n* = 3 per group. Data are presented as Mean ± SEM. **e** Plots depicting overlaps between the chimeric-eCLIP-seq dataset of a given miRNA (miR-143-3p, miR-21a-5p, miR-30e-5p or miR-29b-3p) and miRDB target sets, which are ranked by fold enrichment. FDR, false discovery rate. Source data are provided as a Source Data file.

Consistent with previous reports on miRNA-mRNA interaction^27^, our chimeric-eCLIP-seq data demonstrate that miRNA interacts preferentially with the 3’ untranslated region (3’UTR) of mRNA, as revealed by metagene analysis (Fig. 2c and Supplementary Fig. 2b). This positional predilection of miRNA-mRNA interactions on 3’UTR emerged regardless of either omitting or including the procedure of intermolecular ligation between the miRNA and the mRNA fragment co-immunoprecipitated with Ago2. Un-ligated reads (Fig. 2c) display a metagene pattern indistinguishable from that of ligated ones (Supplementary Fig. 2b), indicating that ligation between miRNA and mRNA in performing chimeric-eCLIP-seq did not appreciably distort the Ago2-mediated miRNA-mRNA interaction. Cisplatin treatment did not significantly alter the preference of the miRNA-mRNA interaction for 3’UTR, suggesting that the fundamental molecular characteristics of the miRNA-mRNA interaction are preserved in the kidney injured by cisplatin (Fig. 2c and Supplementary Fig. 2b). Furthermore, although UV crosslinking and intermolecular ligation in chimeric-eCLIP-seq are inherently inefficient, the miRNA read counts of chimeric-eCLIP-seq and those of the small RNA-seq were significantly correlated with each other in both control and cisplatin samples (Supplementary Fig. 2c), indicating that our chimeric-eCLIP-seq approach did not considerably skew the miRNA profiles during capturing and processing.

The arrangement of miRNAs according to the descending order of the abundance of chimeric reads shows that miR-26a-5p is the most expressed miRNA complexed with Ago2 in the kidney, followed by let-7c-5p, miR-30c-5p, and let-7b-5p (Fig. 2d). Placing the read abundance in this manner also revealed which Ago2-engaged miRNAs can differentially be expressed in response to cisplatin. For example, cisplatin treatment increased and decreased miR-21a-5p and miR-22-3p levels, respectively (Fig. 2d). RT-qPCR analysis with individual miRNAs, such as miR-21a-5p, miR-34a-5p, miR-192-5p, and miR-429-3p confirmed their abundance changes in response to cisplatin treatment (Supplementary Fig. 2d). We also noted that cisplatin induces the expression of miR-429-3p in the Lrp2 mRNA-positive proximal tubules, as revealed by RNAscope in situ hybridization (Supplementary Fig. 2e).

Since pairs of a miRNA and its target mRNA are sequenced concurrently as a ligated, single molecule in chimeric-eCLIP-seq, the detection of a miRNA can instantaneously retrieve a set of directly interacting target mRNAs. We compared the target mRNA sets defined in this manner from our chimeric-eCLIP-seq reads with ones curated in existing miRNA target reference databases such as miRDB^28^. We noted that our set of miR-143-3p chimeric-eCLIP-seq mRNA targets highly enriches constituents of the matching miRDB target set of miR-143-3p (Fig. 2e), supporting that intermolecular ligation events to generate hybrid reads of directly interacting miRNAs and mRNAs were enriched for real interactions rather than background artifacts. Likewise, chimeric-eCLIP-seq target sets of miR-21a-5p, miR-30e-5p, and miR-29b-3p significantly enrich elements of the corresponding miRDB target sets (Fig. 2e). The high degree overlaps between our target sets and miRDB sets suggest that the chimeric miRNA-mRNA reads were specifically formed through intermolecular ligation within the Ago2-containing miRISC, indicating that our chimeric-eCLIP-seq approach confidently recovered direct mRNA targets of miRNAs.

The comparison of our datasets with miRDB target sets further shows that target mRNAs of a particular miRNA can also be targeted by other miRNAs. For example, miR-143-3p targets identified by chimeric-eCLIP-seq are considerably represented in the miRDB target sets of miR-1224-3p, miR-7663-5p, and miR-7680-3p in control; those of miR217-5p, miR452-3p, and miR-497a-3p in samples treated with cisplatin; and numerous other miRDB target sets unique to either treatment (Fig. 2e). Furthermore, the miR-143-3p target set identified by chimeric-eCLIP-seq enriches the constituents of miRDB target sets of miR-421-5p, miR-743b-3p, and miR-743a-3p in both control and cisplatin samples (Fig. 2e). Other target mRNA sets defined by chimeric-eCLIP-seq, such as those of miR-21a-5p, miR-30e-5p, and miR-29b-3p, also display similar characteristics of target assemblage, which can be recovered from multiple miRDB target sets (Fig. 2e). These findings collectively demonstrate that multiple miRNAs can regulate a shared group of mRNAs and that this regulation can be adjusted in response to cisplatin.

### miRNAs expressed in the cisplatin-injured kidney primarily target metabolic pathways

To reveal how cisplatin regulates miRNAs to alter mRNA profiles, we ranked miRNAs by the descending order of the size of their target mRNA sets, considering exclusively those miRNAs and mRNAs that vary in expression in response to cisplatin. This analysis identifies that the miRNA let-7a-5p targets the largest collection of cisplatin-responsive (DE: differentially expressed) mRNAs, followed by miR-30e-5p, miR-24-3p, and miR-27a-3p (Supplementary Fig. 3a), demonstrating that individual miRNAs regulate greatly varying ranges of targets.

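Cisplatin changed a large part of the kidney's mRNA profile, in both directions. Of 15662 genes tested, 3578 (22.8%) were lower and 3841 (24.5%) were higher in the cisplatin-treated kidney, and 883 of the former and 1532 of the latter changed by 2-fold or more. Among genes with a mean log2 CPM of at least 3 and all 3 cisplatin libraries on one side of all 3 control libraries, Havcr1, which encodes kidney injury molecule 1, rose most, from 1.02 ± 0.330 to 105 ± 6.99 CPM (SD, n = 3 each; log2 fold change 6.69, standard error 0.161, adjusted p = 2.3e-09 from edgeR). Cyp4a14, a fatty acid hydroxylase, rose by 6.28 on the log2 scale (standard error 0.406), complement component C3 by 5.82 (standard error 0.152) and Cdkn1a, the p53 target that encodes the cell cycle inhibitor p21, by 4.72 (standard error 0.194). The other genes among the 10 largest rises were Slc7a12 (5.30), Slc34a2 (3.76), Gc (3.57), Aldh1a1 (3.53), Cbr1 (3.43) and Phlda3 (3.40).
The largest fall under the same conditions was that of Slco1a1, an organic anion transporter of the tubule, from 668 ± 148 to 1.72 ± 0.376 CPM (SD, n = 3 each; log2 fold change -8.62, standard error 0.234, adjusted p = 3.6e-09 from edgeR). Acsm3, a medium-chain acyl-CoA synthetase, had a log2 fold change of -7.59 (standard error 0.327), and Kap one of -6.24 (standard error 0.332). Akr1c14, Slc7a13, Slc22a30, Slc22a28, Cyp2d12, Inmt and Cyp7b1 completed the 10 largest falls, with log2 fold changes from -5.69 to -4.18. In all, 9048 tested genes (57.8%) had all cisplatin libraries on one side of all control libraries, where chance gives 10%.
The balance of lower and higher genes rests on the scaling: library totals in place of TMM factors gave 1375 lower and 8508 higher genes and moved the median log2 fold change of all tested genes from 0.05 to 0.48, and upper-quartile factors gave 2890 lower and 4774 higher genes.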

Next, we inquired as to how effectively a paired miRNA-mRNA interaction can affect the expression level of the engaged mRNA. Examining how widely target mRNA expressions can vary by 19 top-most cisplatin-induced miRNAs, we noted that for 11 of the 19 miRNAs their targets showed significantly reduced expression upon cisplatin treatment compared with those of nontarget mRNAs, as revealed by cumulative frequency plotting (Fig. 3a). These miRNAs include miR-429-3p, miR-21a-5p, let-7i-5p, let-7b-5p, miR-192-5p, miR-143-3p, miR-34a-5p, miR-199b-3p, miR-181d-5p, miR-130a-3p, and miR-17-5p (Fig. 3a). On the other hand, the remaining eight miRNAs, miR-24-3p, miR-20a-5p, miR-23a-5p, miR-125a-5p, miR-93-5p, miR-27b-3p, miR-27a-3p, and miR-200c-3p, did not significantly alter the expression levels of their target mRNAs relative to those of nontarget ones (Fig. 3a). These results indicate that select cisplatin-induced miRNAs can cause their target mRNA expressions to wane.

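Transcripts that the study lists as miR-429-3p targets were lower in the cisplatin-treated kidney, as a group, than all other transcripts. Of 313 targets, all of them tested, 127 (40.6%) fell, 61 (19.5%) rose and 125 did not pass the test; 130 fell and 62 rose when adjusted over the list alone. With library totals in place of TMM factors the balance turned, with 52 targets lower and 157 higher and a median log2 fold change of 0.31 for the targets and 0.48 for non-targets. Among the 15349 other genes, 22.5% fell and 24.6% rose. Targets that fell include Lrp2, the endocytic receptor megalin of the proximal tubule, with a log2 fold change of -1.42, Odc1, the first enzyme of polyamine synthesis, with -3.15, and Egf, made in the distal nephron, with -2.05. Targets that rose include Gsta2, a glutathione S-transferase, with a log2 fold change of 1.86, and Cyp4a10, a fatty acid hydroxylase, with 1.72.
The median log2 fold change was -0.12 for the targets and 0.05 for the non-targets, a difference of -0.17 (one-sided Kolmogorov-Smirnov test as in the paper, n = 313 and n = 15349, D = 0.153, p = 5.8e-07). In limma's camera, p = 0.00111 (n = 313), and p = 0.0112 with an estimated correlation. The latter call was lost with upper-quartile factors (p = 0.0587 with an estimated correlation, n = 313), with replicate number as a block (p = 0.0914) and with library totals (p = 0.650). The targets were also more abundant, with a median of 6.01 for the mean log2 CPM against 3.25 for non-targets. Of 10000 random lists of other genes matched to the targets on mean expression, 8372 had a median as low as the targets' or lower, which puts the targets at percentile 83.7, and the random lists' medians centred on -0.16. Against 2817 matched non-targets, the targets' median was higher by 0.04 (one-sided Kolmogorov-Smirnov test for lower targets, n = 313 and n = 2817, p = 0.877). The paper defines targets by chimeric-eCLIP-seq reads and took up miR-429-3p as one of the miRNAs whose targets were lower in these kidneys, so the direction of this list is not independent evidence. From the fold changes of the targets of several cisplatin-induced miRNAs (Fig. 3a), the paper states that select cisplatin-induced miRNAs can cause the expression of their target mRNAs to wane.

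**Figure D1:**
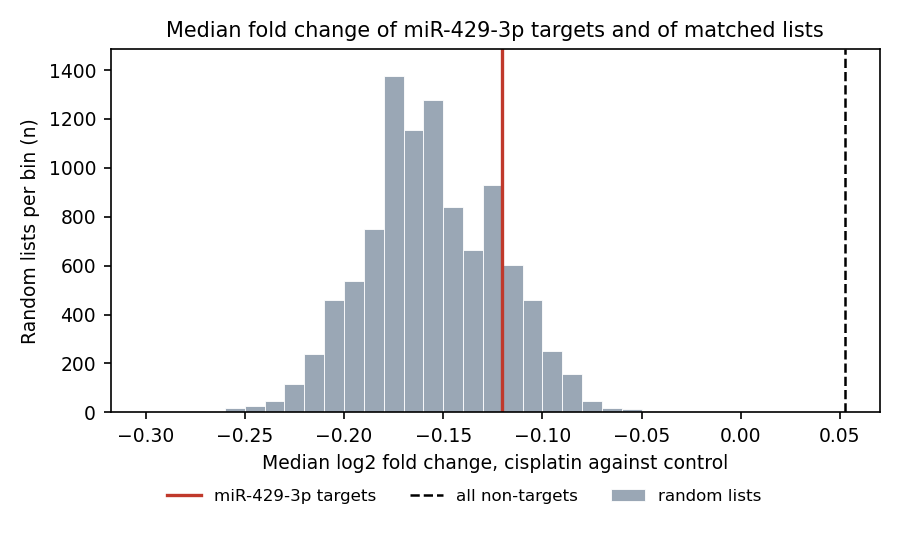
Distribution of the median log2 fold change (cisplatin against control, x axis) over 10000 random lists of genes matched to the miR-429-3p targets on mean expression (bars, number of lists per bin). The red line marks the targets' own median of -0.12, inside the range of the random lists, and the dashed line the median of 0.05 of all non-targets.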

**Fig. 3:**
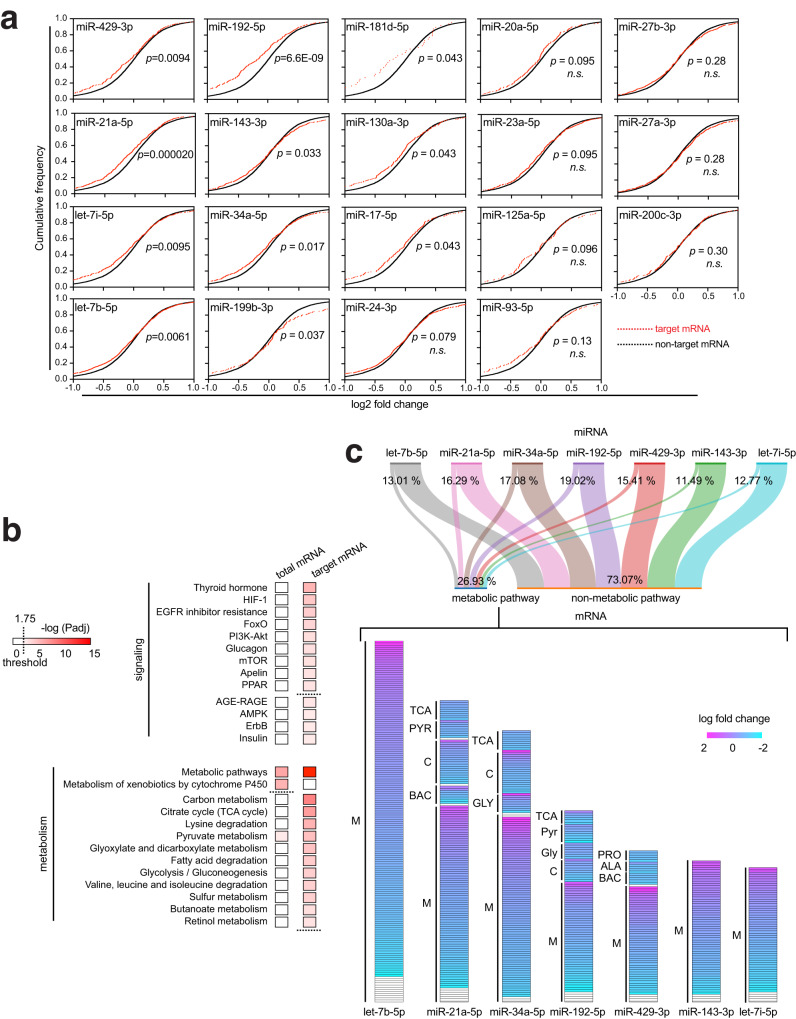
miRNAs expressed in the cisplatin-injured kidney principally target metabolic pathways. **a** Cumulative frequency plots for fold changes of target mRNA expression (red dotted lines) for each of 19 top-most cisplatin-induced miRNAs compared with non-target mRNAs (black dotted lines). The statistical significance of the distribution between non-target mRNA expression and target mRNA expression was determined using the Kolmogorov-Smirnov test (one-sided). *n.s*. not significant (*p* > 0.05). *p* values are FDR-adjusted. **b** KEGG pathway analysis for target mRNAs of 11 miRNAs, of which mRNA targets show significant expression reduction (Fig. 3a). Each gene ontology (GO) term is represented for significance of mRNA enrichment with a color code with FDR-adjusted *p* value (Padj) from one-sided hypergeometric test, ShinyGO. **c**. KEGG pathway analysis for target mRNAs of 7 selected cisplatin-induced miRNAs. A total of 26.93% of target mRNAs constitutes metabolic pathway GO terms. Fold expression changes of each target mRNA with metabolic pathway GO terms are represented as individual bars with color-coded fold change. TCA citrate cycle, PYR pyruvate metabolism, C carbon metabolism, GLY glycolysis, PRO degradation of propanoate, ALA β-alanine metabolism, BAC branched-chain amino acid (BCAA) catabolism. Source data are provided as a Source Data file.

Notably, the direction of the changes in target mRNA expression in response to cisplatin can indicate the biological processes that target mRNAs of a particular miRNA would participate in, as revealed by pathway analysis using the KEGG database (Supplementary Fig. 3b)^29, 30^. The mRNA targets that were upregulated in response to cisplatin highly represent such gene ontology (GO) terms as glutathione metabolism, fatty acid metabolism, and Cytochrome P450-drug metabolism, among others (Supplementary Fig. 3b; Group 1). These GO terms for upregulated genes appear to center principally on antioxidation processes (Supplementary Fig. 3b; Group 1). On the other hand, the downregulated target mRNAs constitute such GO terms as TCA cycle (the citrate cycle), BCAA catabolism, oxidative phosphorylation, propanoate metabolism, and β-alanine metabolism as being the most significantly enriched ones (Supplementary Fig. 3b; Group 2). 

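Genes of glutathione metabolism went both ways in the cisplatin-treated kidney, with 20 of 51 tested genes higher and 16 lower (20 and 17 when adjusted over the list alone), and the list as a whole did not pass the test against other genes (camera adjusted p = 0.840). Gsta4 rose from 14.1 ± 2.10 to 122 ± 24.5 CPM (SD, n = 3 each; log2 fold change 3.12, standard error 0.161, adjusted p = 2.0e-07 from edgeR), and Mgst1 had a log2 fold change of 1.55. Gclm and Gss, of glutathione synthesis, had log2 fold changes of -0.98 and -1.02, and Ggct and Ggt1, of its breakdown, -3.03 and -2.03.
The cytochrome P450 and drug metabolism genes also went both ways, with 20 of 40 tested genes higher and 14 lower (20 and 15 when adjusted over the list alone; camera adjusted p = 0.485). Epoxide hydrolase Ephx1 had a log2 fold change of 2.97, while Cyp2e1 had one of -3.16 and the flavin monooxygenase Fmo5 one of -3.05.
Fatty acid oxidation was mostly lower: 27 of 41 tested genes fell and 7 rose (27 and 8 when adjusted over the list alone), with a median log2 fold change of -0.58. The acyl-CoA oxidase Acox3 and the acyl-CoA dehydrogenase Acads fell, with log2 fold changes of -1.82 and -1.31, and the risers were Cyp4a14, Cyp4a10, Cyp4a12b, Acsl1, Acsl4, Acsl5 and Aldh1b1. The list's camera adjusted p was 7.9e-06, and the call was lost at an adjusted p = 0.439 with an estimated correlation. Of 22 tested genes of fatty acid synthesis and elongation, 9 fell, such as Hacd2 with -1.45, and 4 rose, the desaturases Scd1 and Scd2 and the elongation enzymes Elovl6 and Hacd4 (9 and 4 when adjusted over the list alone; camera adjusted p = 0.0966). With library totals in place of TMM factors, 4 of these 22 were lower and 9 higher, and 12 genes of fatty acid oxidation were higher. Of 20 proximal tubule markers in the same libraries, 19 were lower and none was higher.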

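Most tested genes of each mitochondrial pathway named here were lower in the cisplatin-treated kidney when scaled with TMM factors. Of the TCA cycle, 26 of 29 tested genes were lower and 1 was higher (the same counts when adjusted over the list alone), with a median log2 fold change of -0.75. Pyruvate carboxylase Pcx had a log2 fold change of -1.30 (standard error 0.127, adjusted p = 1.6e-05 from edgeR), the isocitrate dehydrogenase subunits Idh3b and Idh3g had -1.01 and -0.97, and the gene that rose was Pck2, with 0.65. Of BCAA catabolism, 36 of 46 tested genes were lower and 4 higher (36 and 5 when adjusted over the list alone), with a median of -0.86. Among them the acetyl-CoA acetyltransferase Acat1 had a log2 fold change of -2.17, the isovaleryl-CoA dehydrogenase Ivd -1.47 and the methylcrotonyl-CoA carboxylase subunit Mccc1 -1.41. Among those that rose were Aldh1b1 (0.95) and the aldehyde oxidases Aox1 (0.93) and Aox3 (0.79).
Of the nuclear genes of oxidative phosphorylation, 67 of 75 were lower and none was higher (70 and 0 when adjusted over the list alone), with a median of -0.56 and the complex I subunit Ndufs1 at -1.12. With library totals in place of TMM factors, 29 of these 75 were called lower, and 8 genes of BCAA catabolism were higher. Without control replicate 1 or without control replicate 3, 2 genes of BCAA catabolism were higher. Of propanoate metabolism, 29 of 32 were lower and none was higher (30 and 0 when adjusted over the list alone), with a median of -0.86 and the acetyl-CoA synthetase Acss2 at -2.02. Of β-alanine metabolism, 19 of 25 were lower and 3 higher (20 and 4 when adjusted over the list alone), with a median of -0.86 and the dipeptidase Cndp2 at -2.81. The mRNAs of the mitochondrial genome fell as well, with 8 of 9 tested lower and none higher (8 and 0 when adjusted over the list alone), among them mt-Nd2 at -1.39 and mt-Cytb at -1.20. The log2 fold change of mt-Nd6 was 0.12 (adjusted p = 0.534), and 4 others had 19 counts or fewer per library and were not tested. Among the tested genes, mt-Co2 had only 68 to 117 and mt-Co3 59 to 126 counts per library. The range for mt-Co1 was 260912 to 398915. The cause of these low counts was not tested, so the falls of mt-Co2 and mt-Co3 rest on few reads.
Markers of the proximal tubule moved the same way, with a median log2 fold change of -1.42 over 20 genes, from Kap to Aqp1 at -0.04 (adjusted p = 0.803). In camera, the adjusted p was 1.5e-15 for oxidative phosphorylation, 1.3e-14 for propanoate metabolism, 1.9e-12 for proximal tubule markers, 4.3e-12 for BCAA catabolism, 2.4e-10 for the TCA cycle, 8.7e-07 for β-alanine metabolism and 2.8e-04 for the mitochondrial genome. With an estimated correlation none of these calls held: the adjusted p = 0.40, 0.234, 0.0801, 0.245, 0.234, 0.245 and 0.234 in the same order, all with an estimated correlation. Without the filterByExpr filter, the proximal tubule markers alone among these lists passed with an estimated correlation (camera adjusted p = 0.0249).

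**Figure D2:**
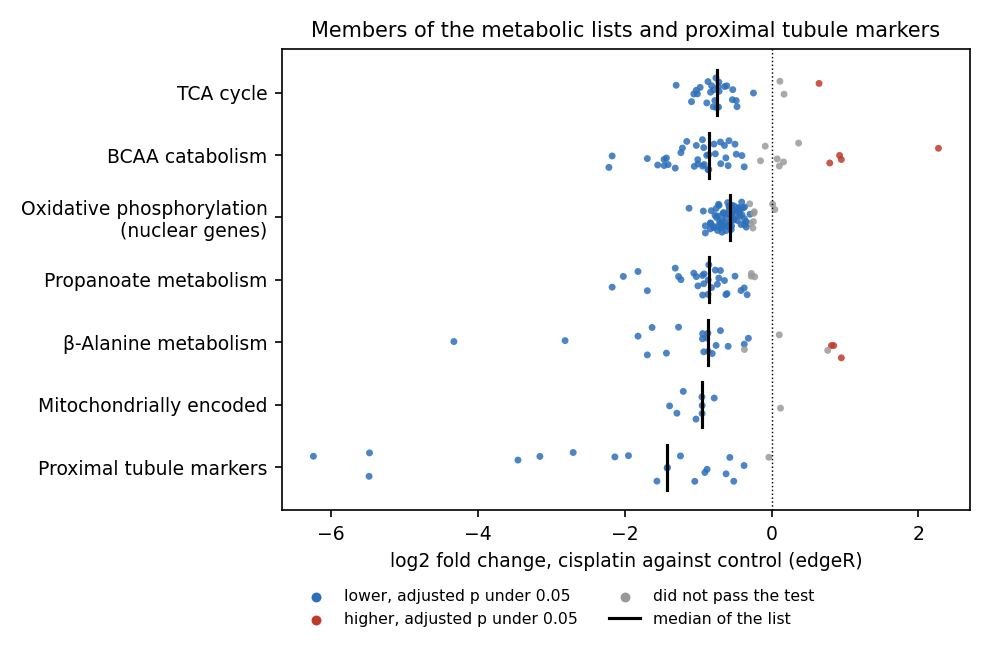
Each dot is a tested gene of a list, placed by its log2 fold change in cisplatin-treated against control kidney (edgeR, n = 3 each); blue genes were lower and red genes higher at an adjusted p under 0.05, grey genes did not pass the test, and black bars are medians. The medians lie between -1.42 for the proximal tubule markers and -0.56 for the nuclear genes of oxidative phosphorylation.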

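Abat, Aldh6a1 and Ehhadh fell by similar amounts in the cisplatin-treated kidney, each by more than the spread between mice. Abat encodes 4-aminobutyrate aminotransferase and lies on chromosome 16 of GRCm39 from 8331233 to 8439996. Its level was 232 ± 14.6 CPM (SD, n = 3) in control and 127 ± 7.38 CPM (SD, n = 3) in cisplatin-treated kidneys, a log2 fold change of -0.87 (standard error 0.0926, adjusted p = 3.1e-05 from edgeR). Aldh6a1, methylmalonate semialdehyde dehydrogenase of valine breakdown, lies on chromosome 12 from 84476966 to 84497800. It had 823 ± 29.9 CPM (SD, n = 3) in control and 433 ± 56.0 CPM (SD, n = 3) in cisplatin-treated kidneys, a log2 fold change of -0.92 (standard error 0.114, adjusted p = 8.3e-05 from edgeR). Ehhadh, a peroxisomal enzyme of fatty acid β-oxidation, lies on chromosome 16 from 21580036 to 21606563. It had 463 ± 50.5 CPM (SD, n = 3) in control and 241 ± 25.8 CPM (SD, n = 3) in cisplatin-treated kidneys, a log2 fold change of -0.94 (standard error 0.118, adjusted p = 9.2e-05 from edgeR). For each of the 3 genes, every cisplatin library lay below every control library (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). With library totals in place of TMM factors, the log2 fold changes of Abat, Aldh6a1 and Ehhadh were smaller, at -0.44, -0.51 and -0.52. All 3 are on the study's list of miR-429-3p targets.

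**Figure D3:**
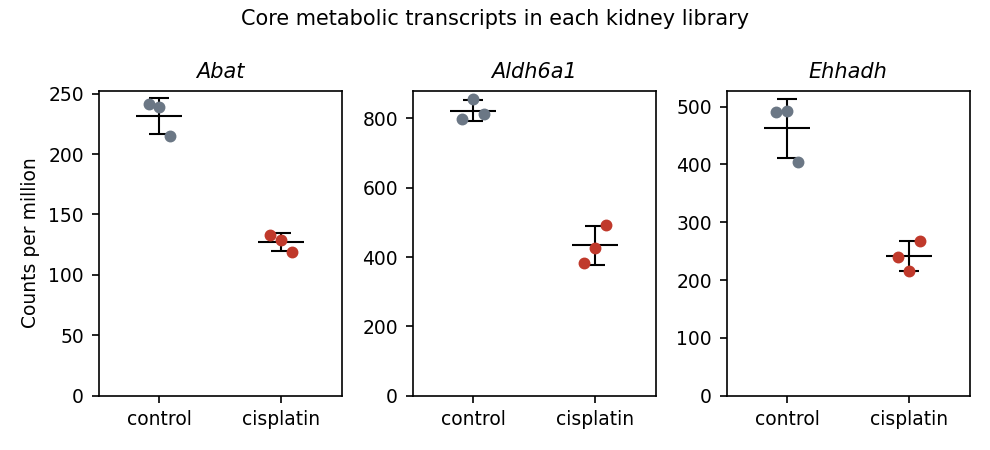
CPM (y axis, from 0) of Abat, Aldh6a1 and Ehhadh in each library; dots are mice, wide bars the means and error bars the SD (n = 3 per group). In each panel the 3 cisplatin-treated mice lie below the 3 control mice, with means of 127 against 232 for Abat, 433 against 823 for Aldh6a1 and 241 against 463 for Ehhadh.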

Mostly related to mitochondrial catabolic pathways, these GO terms associated with downregulated target mRNAs (Supplementary Fig. 3b; Group 2) share a core set of genes such as *Abat*, *Aldh6a1*, and *Ehhadh*, expressions of which decreased concomitantly in response to cisplatin (Supplementary Fig. 3c).

Examination of the downregulated mRNAs targeted by 11 cisplatin-induced miRNAs (Fig. 3a) continually finds that metabolism-related KEGG GO terms are enriched in these target mRNAs (Fig. 3b). These GO terms range from carbon metabolism and citrate cycle (TCA cycle) to butanoate metabolism and retinol metabolism (Fig. 3b). Downregulated target mRNAs are also involved in various GO terms for cell signaling (Fig. 3b). Of the metabolic pathways suggested by these downregulated target mRNAs, catabolic processes of various amino acids and other carbon compounds recurrently emerge, including degradation of valine, leucine, and isoleucine, which are collectively referred to as branched-chain amino acids (BCAAs)^18,19^.

When cisplatin-induced miRNAs, let-7b-5p, miR-21a-5p, miR-34a-5p, miR-192-5p, miR-429-3p, miR-143-3p, and let-7i-5p, were individually analyzed, profiles of their mRNA targets further corroborated their implication in metabolic pathways. While also enriching non-metabolic pathways with 73.07% of genes, the target mRNAs of these selected miRNAs feature various metabolic pathways as a coherent theme with such a large share of 26.93% of genes (Fig. 3c). 

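Genes of glycolysis and gluconeogenesis went both ways in the cisplatin-treated kidney. Of 32 tested genes of the list, 14 were lower and 11 higher (15 and 11 when adjusted over the list alone), and the list as a whole did not pass the test against other genes (camera adjusted p = 0.324). Enzymes of gluconeogenesis were among those that fell: fructose-bisphosphatase Fbp1 had a log2 fold change of -1.12 (standard error 0.115, adjusted p = 2.3e-05 from edgeR), and the glucose-6-phosphatase subunit G6pc1 fell too. The glycolytic enzyme Pgk1 had a log2 fold change of -0.83. The first enzyme of glycolysis rose in the form of hexokinase Hk2, with a log2 fold change of 1.99 (standard error 0.259, adjusted p = 1.2e-04 from edgeR), together with Pfkp at 0.72 and the muscle-type fructose-bisphosphatase Fbp2 at 1.72. With library totals in place of TMM factors 7 genes were lower and 15 higher, and without control replicate 1 or without control replicate 3 the number higher was 7.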

Principally being catabolic processes, these pathways include citrate cycle (TCA), pyruvate metabolism (PYR), carbon metabolism (C), glycolysis (GLY), propanoate degradation (PRO) and BCAA catabolism (BAC), most of which constituents appear to decrease in expression by regulator miRNAs (Fig. 3c). All these results suggest that cisplatin-induced miRNAs can modify the transcriptomic landscape by downregulating their target mRNAs to alter cellular metabolisms, such as catabolic pathways of select amino acids and other carbon compounds.

### The cisplatin-induced miRNA miR-429-3p regulates ferroptosis gene expression in the kidney

To appreciate the biological implications that the specific target mRNA collection of a miRNA has in the injured kidney, we sought to deplete a cisplatin-induced miRNA. To this end, we injected an LNA inhibitor for miR-429-3p, one of the 11 cisplatin-induced miRNAs that downregulate their target mRNA expression (Fig. 3a), into the tail vein of subject mice together with intraperitoneally administered cisplatin once a week four times and waited an additional four weeks (Fig. 4a). We confirm that the LNA inhibitor greatly reduced miR-429-3p expression to an undetectable level in cisplatin-damaged kidney, as measured by RT-qPCR analysis (Fig. 4b).

**Fig. 4:**
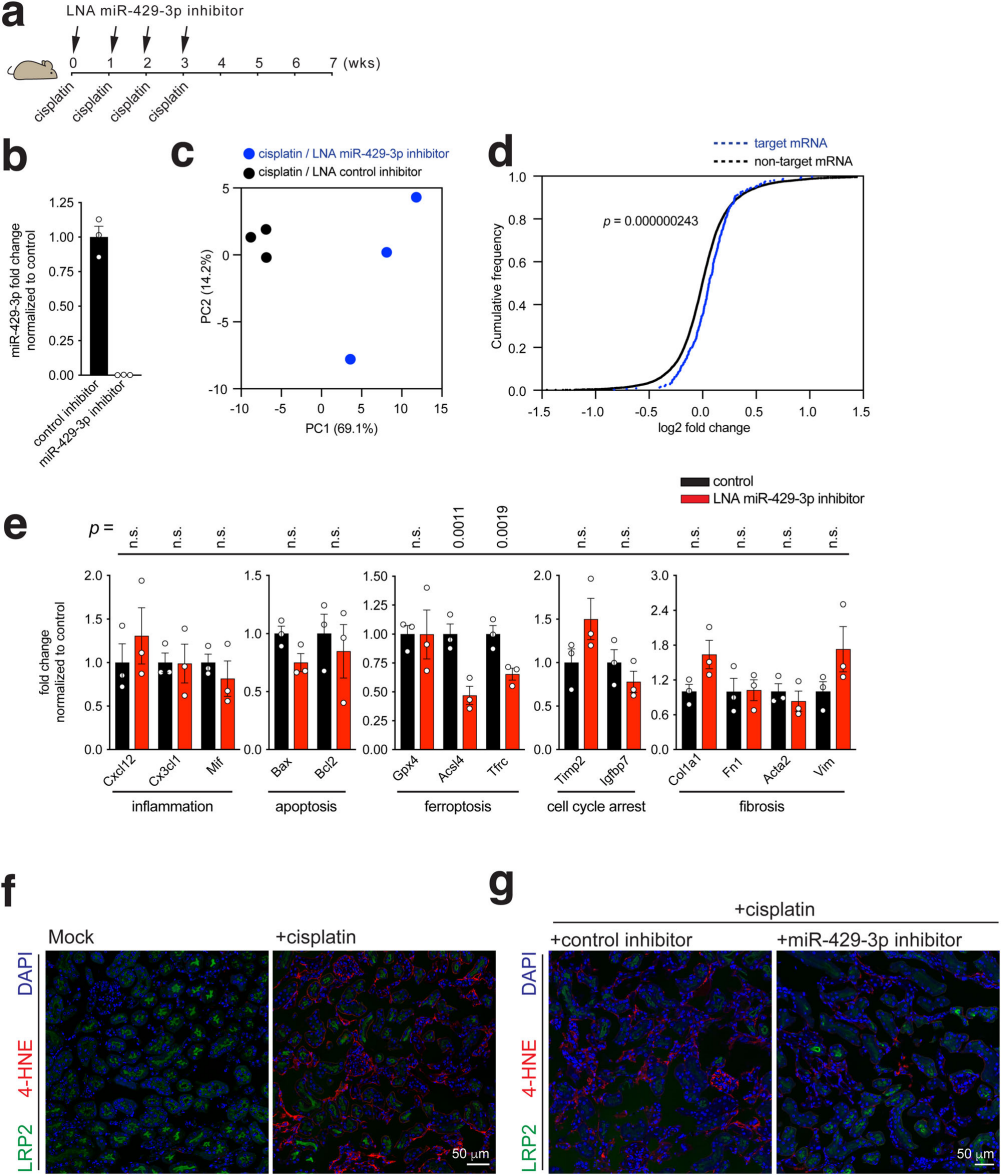
The cisplatin-induced miRNA miR-429-3p regulates ferroptosis gene expression in the kidney. **a** Strategy for injecting via tail vein the LNA inhibitor for miR-429-3p while induing CKD with cisplatin in mice. **b** RT-qPCR analysis for miR-429-3p expression in the presence or absence of the LNA inhibitor. Data were normalized to their control and plotted as Mean ± SEM. Measurements were made from biologically independent mice (*n* = 3 per group). **c** Principal component analysis of mRNA reads of total RNA-seq performed with or without the LNA miR-429-3p inhibitor treatment. **d** Cumulative frequency plot for fold expression changes of target mRNAs for miR-429-3p (blue dotted line) compared with non-target mRNAs (black dotted line). The statistical significance of the distribution between non-target mRNA expression and target mRNA expression was determined using the Kolmogorov-Smirnov test (one-sided). **e** RT-qPCR analysis showing the transcript levels of selected genes involved in inflammation, apoptosis, ferroptosis, cell cycle arrest, and fibrosis. Each dot indicates individual, biologically independent mice (*n* = 3 per group). Data were normalized to their respective control and presented as Mean ± SEM. n.s., not significant (*p* > 0.05), unpaired, two-sided t-test. **f** and **g** Immunofluorescence microscopy showing 4-HNE expression in the cisplatin-injured kidney in the presence or absence of miR-429-3p inhibitor with LRP2 as a kidney proximal tubule marker and DAPI as a nucleus marker. Source data are provided as a Source Data file.

The mRNA transcriptome of the cisplatin-injured kidney distinctly responded to the LNA-mediated inhibition of miR-429-3p, as assessed by total RNA-seq analysis (Supplementary Data 4). Principal component analysis revealed that the inhibitor-treated kidney had developed mRNA expression profiles that were qualitatively dissimilar from those of the untreated kidney (Fig. 4c). Furthermore, LNA-mediated inhibition appears to have interrupted miR-429-3p-mediated downregulation of target mRNAs. The expressions of the miR-429-3p target mRNAs identified from the chimeric-eCLIP-seq were found to increase by inhibition mediated by the LNA inhibitor, compared with those of the nontarget mRNAs, as shown in the cumulative frequency plot (Fig. 4d). This finding demonstrates that the LNA inhibitor can effectively interfere with the normal repression of target mRNA expression by miR-429-3p, while confirming the target mRNAs identified from the chimeric-eCLIP-seq.

Complimentary RT-qPCR analysis of individual genes assured the LNA-induced transcriptomic profile alterations. When analyzed for a set of tissue damage-related genes, the inhibitor-treated kidneys exhibited reduced expressions of ferroptosis-related genes, such as *Acsl4* and *Tfrc* but not those of genes involved in inflammation, apoptosis, cell cycle arrest, and fibrosis (Fig. 4e). We further noted that inhibition of miR-429-3p can differentially regulate the expressions of ferroptosis-related genes, decreasing those of *Acsl4* and *Tfrc*, but not *Gpx4* (Fig. 4e). These results suggest that miR-429-3p preferentially controls the Acsl4 and Tfrc branches of the ferroptosis pathway in the cisplatin-injured kidney.

To assess the functional consequences of reduced Acsl4 and Tfrc expression in injured kidneys treated with the miR-429-3p LNA inhibitor, we examined cellular lipid peroxidation, a pivotal event in the ferroptosis process. In response to cisplatin, we observed an increase in the lipid peroxidation marker, 4-hydroxy-2-nonenal (4-HNE)^31, 32^, within LRP2-positive proximal tubule kidney cells, as demonstrated by immunofluorescence microscopy (Fig. 4f). This observation is consistent with the up-regulation of *Ascl4* expression induced by cisplatin. However, upon administration of the miR-429-3p LNA inhibitor, there was a remarkable reduction in the accumulation of 4-HNE in proximal tubule cells damaged by cisplatin (Fig. 4g). These findings suggest that miR-429-3p promotes ferroptosis by modulating the expression of key components within the ferroptosis pathway, including Acsl4 and Tfrc.

### Stimulation of branched-chain amino acid catabolism can blunt ferroptosis

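Of the 46 tested genes of BCAA catabolism, 7 are on the study's list of miR-429-3p targets: Oxct1, Hibadh, Hadh, Abat, Aldh6a1, Ehhadh and Hadha. All 7 were lower in the cisplatin-treated kidney, as were 29 of the 39 genes of the pathway outside that list (two-sided Fisher's exact test, p = 0.319, a comparison chosen after the values were seen). The median log2 fold change was -0.94 for the 7 targets and -0.77 for the other 39 genes. With library totals in place of TMM factors, Hadha had a log2 fold change of 0.05 and did not pass the test. The other targets among the 7 then had log2 fold changes from -1.80 to -0.44. The paper took up this miRNA as one whose targets were lower in these kidneys, so the direction of the 7 is not independent evidence.
The branched-chain α-ketoacid dehydrogenase complex, which is not among these targets, fell too. Bckdha, its E1α subunit, went from 187 ± 4.32 to 93.0 ± 6.18 CPM (SD, n = 3 each; 2.01-fold lower, adjusted p = 7.8e-06 from edgeR). The subunit Bckdhb had a log2 fold change of -0.64, and of -0.22 when scaled by library totals, where it did not pass the test. Bckdk, the kinase that inactivates the complex, had a log2 fold change of -0.39 (standard error 0.0907, adjusted p = 0.0046 from edgeR), and of 0.03 when scaled by library totals. Bcat2, the mitochondrial aminotransferase that starts the pathway, was not detectably changed, with a log2 fold change of -0.15 (standard error 0.0990, adjusted p = 0.232 from edgeR). Klf6, a transcription factor, rose from 24.0 ± 1.54 to 91.2 ± 0.393 CPM (SD, n = 3 each; log2 fold change 1.93, adjusted p = 7.0e-08 from edgeR). Lrp2, which marks the proximal tubule, went from 4081 to 1526 CPM in the same libraries.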

The GO term compiled as branched-chain amino acid (BCAA) catabolism (BAC) takes a significant share of metabolism-related genes that miRNAs, miR-429-3p and miR-21a-5p, can repress in the kidney injured by cisplatin (Fig. 3c). In the BCAA catabolic pathway, branched-chain α-ketoacid dehydrogenase kinase (BCKDK) is known to phosphorylate and inactivate branched-chain α-ketoacid dehydrogenase (BCKDH), the rate-limiting enzyme that propels the BCAA catabolic pathway^18^. A small molecule called BT2 (3,6-dichlorobenzo(b)thiopene-2-carboxylic acid) was developed to inhibit the catabolic activity of BCKDK, thereby facilitating the BCAA catabolic pathway through liberating BCKDH from the BCKDK suppression^33^. We therefore explored the possibility that BT2-mediated boosting of BCAA catabolism produces an effect akin to that of the LNA-mediated inhibition of miR-429-3p.

Thus, while administering cisplatin in the seven-week CKD induction period, we also injected BT2 intraperitoneally to subject mice eight times twice a week during the initial four weeks (Fig. 5a). Examination of gene expression by RT-qPCR revealed that most of the tissue damage-related genes tested did not appreciably respond to BT2. The transcript levels examined for inflammation, apoptosis, cell cycle arrest, and fibrosis fluctuated little (Fig. 5a). On the other hand, the transcript levels of ferroptosis pathway genes, such as *Acsl4* and *Tfrc* markedly decreased, while that of another ferroptosis gene *Gpx4* did not (Fig. 5a). Reminiscent of the selective downregulation of the ferroptosis genes *Acsl4* and *Tfrc* by LNA-mediated inhibition of miR-429-3p (Fig. 4e), this observation indicates that BT2-mediated stimulation of the BCAA catabolic pathway can blunt the Acsl4 and Tfrc branches of the ferroptosis pathway.

**Fig. 5:**
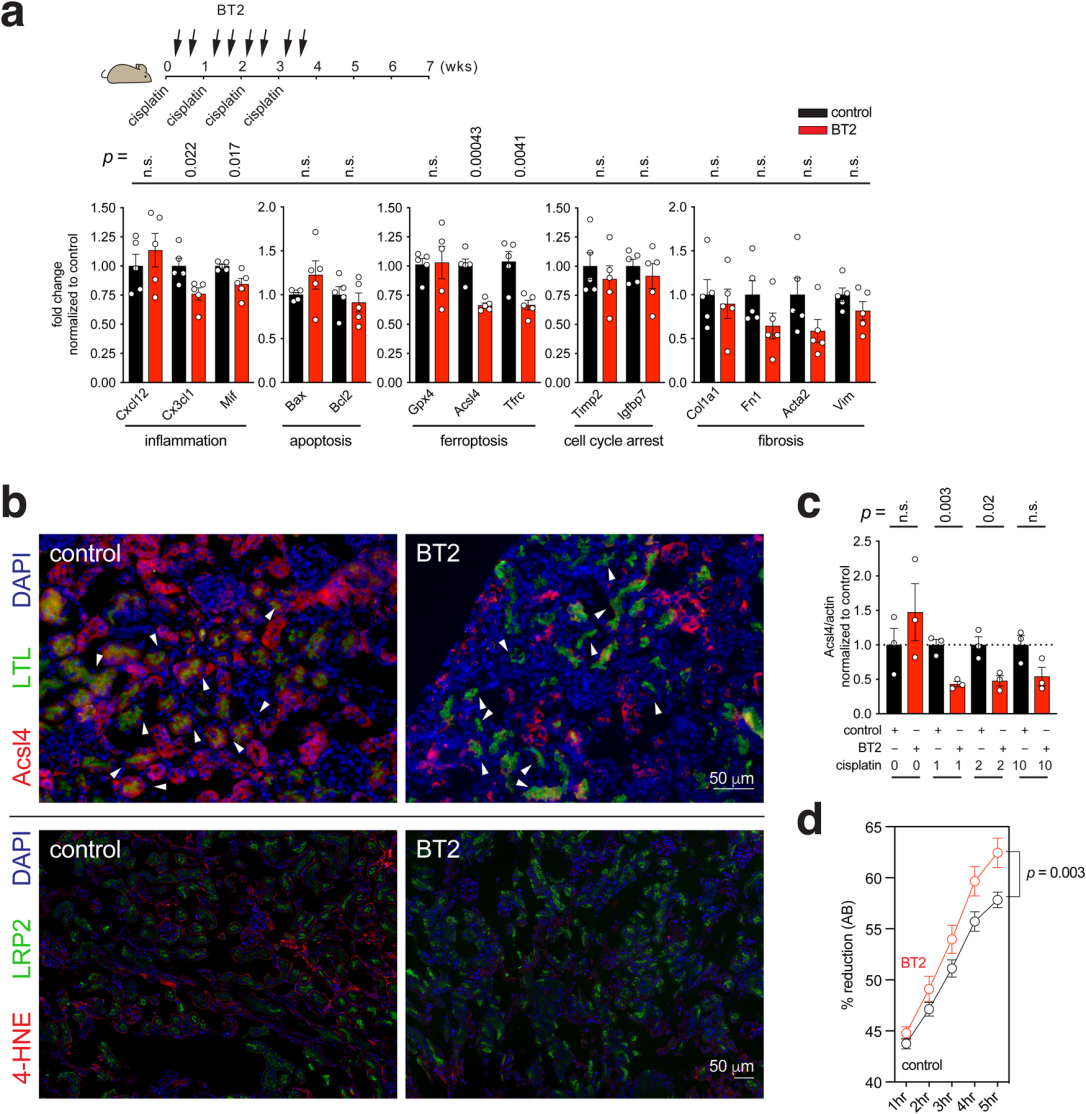
Stimulation of branched-chain amino acid catabolism can blunt ferroptosis. **a** (Top) Strategy for injecting intraperitoneally BT2 while induing CKD with cisplatin in mice. (Bottom) RT-qPCR analysis showing the transcript levels of selected genes involved in inflammation, apoptosis, ferroptosis, cell cycle arrest, and fibrosis. Each dot indicates individual, biologically independent mice (*n* = 5 per group). Data were normalized to their respective control and presented as Mean ± SEM. n.s., not significant (*p* > 0.05), unpaired, two-sided t-test. **b** Immunofluorescence microscopy showing Acsl4 (Top) and 4-HNE (Bottom) expression in the cisplatin-injured kidney in the presence or absence of BT2 with Lotus tetragolonobus lectin (LTL) and LRP2 as kidney proximal tubule markers and DAPI as a nucleus marker. **c** Quantification of Acsl4 protein expression in BUMPT cells of the mouse kidney proximal tubule origin from three independent experiments. Each dot represents biologically independent samples (*n* = 3 per group). Data were normalized to their respective control and presented as Mean ± SEM. n.s., not significant (*p* > 0.05), unpaired, two-sided t-test. **d** Alamar Blue assay to measure cell survival of ferroptotic cell death. Each dot represents biologically independent samples (*n* = 6 per group). Data were normalized to their respective control and presented as Mean ± SEM. Statistical significance was determined using a two-way RM ANOVA test. Source data are provided as a Source Data file.

Substantiating the association between BCAA catabolism and ferroptosis, BT2 greatly reduced the protein level of Acsl4 in the cisplatin-injured kidney tissue, which would otherwise express Acsl4 protein at an elevated level, as revealed by immunofluorescence analysis (Fig. 5b, top). Notably, BT2 specifically caused the kidney proximal tubule, marked by LTL, to diminish the expression of Acsl4, which instead persisted exclusively outside the proximal tubule. This observation demonstrates that BT2 can selectively target the proximal tubule in the kidney to decrease Acsl4 expression. Importantly, the reduction in Ascl4 expression appears to mitigate ferroptosis, as the administration of BT2 effectively countered the otherwise elevated expression of the lipid peroxidation marker 4-HNE in the kidney injured by cisplatin (Fig. 5b, bottom).

The BT2-induced Acsl4 repression was recapitulated in BUMPT cells, a cell line of the mouse kidney proximal tubule origin. That is, BT2-treated BUMPT cells expressed significantly reduced levels of Acsl4 protein in response to either 1 or 2 μΜ cisplatin but not considerably to a higher 10 μM cisplatin, as revealed by quantitative analysis of Western blotting (Fig. 5c and Supplementary Fig. 4).

The BT2-induced downregulation of Acsl4 suggests that enhancing BCAA catabolism could consequently blunt Acsl4-mediated ferroptosis engagement. To test this possibility, we performed Alamar Blue assay, which is devised to measure cell survival of ferroptotic cell death. The addition of BT2 to the culture of BUMPT cells indeed rescued cells from cisplatin-induced ferroptosis (Fig. 5d), implying a crucial protective role for BT2 in thwarting ferroptosis by enhancing BCAA catabolism.

Our chimeric eClip-seq data have revealed that multiple miRNAs, including miR-429-3p and miR-21a-5p, can interact with mRNAs encoding components of the BCAA catabolism pathway (Fig. 3c). To investigate the extent of miR-429-3p in the induction of BCAA catabolism-associated ferroptosis, we conducted experiments using ex vivo mouse kidney cells. For this purpose, cells dissociated from the mouse kidney were depleted of miR-429-3p using an LNA inhibitor for 48 hours and subsequently treated with cisplatin in the presence or absence of BT2 for an additional 30 hours (Supplementary Fig. 5a). The majority of these isolated kidney cells, as indicated by the expression of the kidney proximal tubule marker LRP2, exhibited efficient depletion of miR-429-3p expression when treated with the LNA inhibitor (Supplementary Figs. 5b and c). Interestingly, combined treatment of cells with BT2 and the miR-429-3p LNA inhibitor augmented the reduction both in Ascl4 expression (Supplementary Fig. 5d) and in the level of peroxidized lipid 4-HNE (Supplementary Fig. 5e) in response to cisplatin, compared to single treatment of either BT2 or the LNA inhibitor. These results suggest that additional miRNAs (e.g., miR-21a-5p) can inhibit BCAA catabolism together with miR-429-3p to promote ferroptosis. The additive effect of the combined treatment of BT2 and the miR-429-3p LNA inhibitor further suggests that additional mechanisms, which depend exclusively either on BCAA catabolism or on miR-429-3p but do not operate in the miR-429-3p-induced BCAA catabolic attenuation pathway, can also contribute to cisplatin-induced ferroptosis.

To summarize, our data suggest that cisplatin-induced miRNAs, such as miR-429-3p, repress the expressions of mRNAs encoding key components of the BCAA catabolic pathway, leading to increased intracellular BCAA levels, which subsequently promote ferroptotic cell death.

## Discussion

Transcriptome-wide gene expression alterations accompany homeostasis disturbance to a perpetually malfunctioning state such as CKD^34^. The regulatory macromolecule miRNA can pervasively adjust the transcriptomic activity to elicit responses that are appropriate for the state of the disease. Notwithstanding the recent advent of high-throughput sequencing methodologies that allow scrutiny of transcriptomes at multiple levels, the target mRNA inventory for miRNA expressed in a pathological condition such as CKD has not been thoroughly registered. Implementing chimeric-eCLIP-seq in vivo in the mouse kidney injured by cisplatin, we have here unveiled the transcriptomic landscape that miRNAs pair with their target mRNAs in cisplatin-induced CKD; and identified biological processes that these miRNA-mRNA interactions mediate to establish the pathological state of CKD. We find that cisplatin-induced miRNAs, such as miR-429-3p, downregulate those mRNAs involved in various mitochondrial catabolic processes, including branched-chain amino acid (BCAA) catabolism, illuminating an unprecedented relationship in which miRNA-mediated blunting of BCAA catabolism can lead to ferroptotic cell death in cisplatin-induced CKD.

The present study presents a catalog of in vivo miRNA-mRNA interactions in the context of CKD, while analogous studies on other organs have been reported^15,17^. This feat was achieved by applying the chimeric-eCLIP-seq approach^35,36^ to a mouse model of cisplatin-induced CKD. Although the chimeric-eCLIP-seq methodology has high expectations of uncovering direct interactions across the transcriptome between miRNA and its target mRNA in various contexts, it has been predominantly implemented in cultured cell models. The dearth of in vivo applications of chimeric-eCLIP-seq may be attributed to the difficulty of achieving adequate crosslinking of Ago2 with miRISC-engaged RNAs in tissues and organs with ultraviolet (UV) light, which can penetrate only thin layers of cells. Demonstrating the feasibility of UV crosslinking in the snap-frozen and processed kidney, our chimeric-eCLIP-seq approach, along with comparable studies on other organ systems^15,17^, can serve as a benchmark for similar investigations into revealing in vivo miRNA-mRNA interactions in various tissues and organs, many of which might otherwise be regarded incompatible with chimeric-eCLIP-seq thus far.

The chimeric-eCLIP-seq approach has now elucidated that metabolic alteration constitutes a major pillar in miRNA-regulated biological processes in the kidney injured by cisplatin. Various metabolic pathways ranging from the citrate (TCA) cycle and BCAA catabolism to oxidative phosphorylation and propanoate metabolism were specifically targeted and downregulated by miRNAs expressed in the injured kidney (Supplementary Fig. 3b). This implication became more apparent when we analyzed target mRNA sets of 11 of the most effective miRNAs in repressing their targets (Fig. 3a, b). These metabolic pathways consist primarily of mitochondrial catabolic processes, including the citrate cycle, pyruvate metabolism, fatty acid degradation, etc. (Fig. 3b). Notably, the involvement of metabolism appears less evident with the analysis of the total RNA-seq than with that of the chimeric-eCLIP-seq (Fig. 3b). While total RNA-seq identified the GO term of metabolic pathways to some extent as a specific downregulated biological process, it was unable to feature as various detailed metabolism-related GO terms as the chimeric-eCLIP-seq could (Fig. 3b), demonstrating the utility and competence of the chimeric-eCLIP-seq approach in identifying otherwise obscure biological processes in the transcriptomic landscape.

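In total RNA-seq, some of the metabolic lists stood among the strongest group changes and others near the end when the lists were ranked by their camera p. Nuclear genes of oxidative phosphorylation ranked 1, propanoate metabolism 3, BCAA catabolism 5, the TCA cycle 7, β-alanine metabolism 11, fatty acid oxidation 13 and the mitochondrial genome 14, and all of these moved down. Fatty acid synthesis ranked 25, glycolysis 28, cytochrome P450 drug metabolism 30 and glutathione metabolism 34. Among the first 14 stood also tubular injury at 2, p53 targets at 6, fibrosis and matrix at 8 and macrophage markers at 9, which moved up, and proximal tubule markers at 4, which moved down. The medians of the metabolic lists were compared with those of 10000 random lists matched on mean expression, a test chosen after the data were seen: no random list had a median as low as that of BCAA catabolism, oxidative phosphorylation, propanoate or β-alanine metabolism, while fatty acid oxidation lay at percentile 0.01 the TCA cycle at percentile 0.02, the mitochondrial genome at 0.09, fatty acid synthesis at 9.61, glycolysis at 60.95, glutathione metabolism at 99.67 and cytochrome P450 drug metabolism at 100. With an estimated correlation none of the lists passed the threshold in the edgeR fit used here, and the lowest adjusted p = 0.0539 with an estimated correlation was that of tubular injury. Without the filterByExpr filter, tubular injury (camera adjusted p = 0.0222) and proximal tubule markers (0.0249) passed with an estimated correlation. No metabolic list did. The lists were set with the paper's pathways known, so their ranks do not stand for an unbiased search over all pathways. Some metabolic lists also share genes, such as Acox3 in propanoate metabolism, β-alanine metabolism and fatty acid oxidation. Aldh3a2 is in the lists of BCAA catabolism, β-alanine metabolism and fatty acid oxidation. Their ranks and percentiles are therefore not independent results.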

Extending the metabolism implication (Fig. 3c), analysis of individual miRNAs identified a hitherto uncharted miRNA-regulated association between branched-chain amino acid (BCAA) catabolism^18,19^ and the iron-dependent lipid peroxidation-dependent cell death called ferroptosis^20–22^ (Figs. 4 and 5). The BCAA catabolic (BAC) pathway emerged specifically downregulated by miR-429-3p, as well as miR-21a-5p (Fig. 3c). In particular, LNA-mediated inhibition of miR-429-3p selectively decreased the transcript levels of the fundamental ferroptosis pathway genes, *Acsl4* and *Tfrc*, while not affecting those involved in inflammation, apoptosis, cell cycle arrest, and fibrosis (Fig. 4e), Furthermore, blunting of the BCAA catabolic pathway with the small molecule BT2 decreased the transcript levels of *Acsl4* and *Tfrc* (Fig. 5a), analogous to the effect of LNA-mediated inhibition of miR-429-3p (Fig. 4e). Combined, these observations suggest that miR-429-3p can target and suppress those mRNAs that help catabolize cellular BCAAs and that the consequential increase in BCAA levels can facilitate ferroptosis by upregulating *Acsl4* and *Tfrc* in the injured kidney.

BT2-mediated reduction in cellular BCAA levels would therefore protect the injured kidney from mounting ferroptosis, as evidenced by the immunofluorescence microscopy for the lipid peroxidation marker 4-HNE, as well as the Alamar Blue assay (Fig. 5b, d). On the contrary, high levels of cellular BCAA would be conducive to instigating ferroptosis as a signature response to kidney injury. To support this notion, a recent study showed that upregulation of BCAA level by the transcriptional effector Krüppel-like factor 6 (Klf6) aggravates the state of kidney injury^37^. Another recent study reported that branched-chain amino acid aminotransferase 2 (BCAT2), which converts BCAA to branched-chain keto acid (BCKA) in the BCAA catabolic pathway, can suppress ferroptosis in cancer cells^38^. Extending this realization of the role for BCAA in inducing ferroptosis, our data unveil a specific, dedicated miRNA-regulated transcriptomic program that relates blunted BCAA catabolism, thus accumulating intracellular BCAA, to ferroptosis engagement.

Intriguingly, we observed that cisplatin can induce Acsl4 expression and ensuing ferroptosis, as indicated by elevated lipid peroxidation, preferentially in the proximal tubule of the kidney (Figs. 4f, g and 5b). This regional specificity of the cisplatin-induced ferroptotic response appears to be related to the corresponding, kidney proximal tubule-restricted expression of miR-429-3p, as revealed by RNAscope^TM^ in situ hybridization (Supplementary Fig. 2e). Accordingly, we find that BT2 acts predominantly on the proximal tubule of the kidney to reverse the cisplatin-induced ferroptosis (Fig. 5b).

Notably, the kidney proximal tubule cells are thought to rely on fatty acid oxidation to gain most of the energy^39^. Since cisplatin can impair the integrity of mitochondria^11^, impeding the citrate cycle and the electron transfer chain, mitochondrial fatty acid oxidation might not provide cisplatin-injured proximal tubule cells with adequate energy. We speculate that metabolites resulting from the enhanced BCAA catabolism in response to BT2 might supply either alternative or additional sources for energy production. Generated by rate-limiting branched-chain α-ketoacid dehydrogenase (BCKDH) and other enzymes in the catabolic pathway of BCAA, various conjugates of coenzyme A (CoA), such as isovaleryl-CoA, 2-methylbutryl-CoA and isobutyryl-CoA, and propionyl-CoA are known to feed into the citrate cycle^40^. Therefore, BT2 may facilitate the use of these CoA conjugates to maintain or improve the output of the citrate cycle, thus meeting the energy demand of proximal tubule cells injured by cisplatin.

Interfering with BCAA catabolism therefore has great therapeutic potential for ameliorating kidney injury states such as CKD. For example, the reduction of ferroptosis gene expression by the LNA inhibitor of miR-429-3p (Fig. 4e) can be utilized therapeutically to halt unwanted ferroptosis. Our pathway analysis revealed that the BCAA catabolic pathway can be suppressed not only by miR-429-3p but also by miR-21a-5p (Fig. 3c). Indeed, a recent study presented that miR-21a-5p can stimulate fibrosis via suppressing metabolic pathways in the injured kidney^41^. Therefore, we envision that combined LNA-mediated inhibition of both miR-429-3p and miR-21a-5p would help to formulate a better CKD-treating strategy. In addition to the leads, BCAA catabolism agents such as the inhibitors of branched-chain α-ketoacid dehydrogenase kinase (BDKDK), BT2 and sodium phenylbutyrate (NaPB), can also be exploited therapeutically to ameliorate CKD. Notably, since both BT2 and NaPB are also known to improve the pathological condition of insulin resistance^42,43^, this therapeutic strategy would also benefit CKD patients with combined complications such as type 2 diabetes. Finally, given the popularity of cisplatin in treating a wide range of cancers, we expect that cisplatin treatment in combination with LNA inhibitors or BCKDK inhibitors could help minimize the occurrence of unwanted nephrotoxicity incidental to cisplatin while decreasing tumor mass.

## Methods

### Animals

All mouse studies were conducted in accordance with the National Institutes of Health guidelines and protocols were approved by the Medical College of Georgia at Augusta University Institutional Care and Use of Laboratory Animals. C57BL/6 male mice from in-house colonies were kept at 20-24 °C and 30-70% humidity with a 12-hour light/12-hour dark cycle with free access to water and standard food. To model the chronic effects of cisplatin-induced nephrotoxicity, 9-week-old male mice matched in age were randomly divided into two groups (sham vs treated). Mice received saline vehicle or cisplatin with three different doses (7, 8, and 9 mg of cisplatin per kg body weight) as shown in Fig. 1a via intraperitoneal injection once a week for four weeks. To inhibit miRNA activity, chemically synthesized phosphorothioate backboned, locked nucleic acid (LNA) miRNA inhibitor (Qiagen) (Supplementary Table 1) was resuspended in Dulbecco’s phosphate buffered saline and filter-sterilized with a 0.2 μm syringe PES filter to make the final concentration of 4 mg/ml. 20 mg of the resuspended inhibitor per kg body weight per injection was administered to mice through tail vein injection as indicated in Fig. 4a.

To test the effect of BT2 administration in cisplatin-induced kidney injury, BT2 (3,6-dichloro-benzo[b]thiophene-2-carboxylic acid, CAS # 34576-94-8) (Supplementary Table 1) was dissolved in dimethylsulfoxide and diluted in warm sodium bicarbonate buffer to obtain final concentrations of 2 mg/ml BT2/ 100 mM sodium bicarbonate buffer (pH 8.6) for delivery. Mice received vehicle or 20 mg BT2 per kg body weight via intraperitoneal injection as shown in the experimental schedule (Fig. 5a). Blood samples were taken from the lateral tail vein. Terminal kidney collection was performed on mice under isoflurane anesthesia with cervical dislocation. Kidneys were either snap-frozen in liquid nitrogen and stored at -80 °C until used or immediately used for downstream applications.

### Cell culture

The immortalized mouse renal proximal tubule cell line, BUMPT (Boston University Mouse Proximal Tubule clone 306) was originally developed by Lieberthal et al.^44^ and was cultured as previously described^45^. Mycoplasma contamination of parental BUMPT cells used in this study was tested with LookOut mycoplasma PCR detection kit (Sigma). For ex vivo renal cell culture, Kidneys from male mice aged 5 or 6 weeks underwent digestion using 130 µg/ml of type 2 collagenase (Worthington Biochemical) in DPBS at 37 °C for 5 minutes. The digestion was performed using a gentle MACS dissociator (Miltenyi Biotec) with programming Multi-E-01 and then B-01. The resulting mixture was diluted with renal epithelial cell growth medium (REGM, Lonza) and passed through a 100-µm cell strainer (Fisher). The filtrate that passed through the strainer was subsequently centrifuged at 70× *g* for 5 minutes. The resulting cell pellet was resuspended in REGM and underwent another centrifugation step at 70× *g* for 5 minutes. The collected cell pellet was plated on Nunclon Delta surface-treated culture dishes and cultured in REGM, supplemented with 0.5% fetal bovine serum, 10 ng/ml epidermal growth factor, 35 ng/ml hydrocortisone, 0.5 µg/ml epinephrine, 5 µg/ml insulin, 3 pg/ml triiodothyronine, and 5 µg/ml transferrin. The cells were then incubated at 37 °C with 5% CO_2_. On the following day, unattached cells were removed, and the growth medium was replaced every 2 days for a period of 6 to 7 days. The prepared renal primary cells exhibited over 70% positivity for proximal tubular cell marker LRP2. Subsequently, the cells were treated with a 100 nM miR-429-3p power inhibitor (Qiagen) for 48 hours following the manufacturer’s instructions. This was followed by treatment with 2 µM Cisplatin, with or without 50 µM BT2. After 30 hours of treatment, the levels of miR-429-3p and Acsl4 expression were measured using RT-qPCR.

### Blood urea nitrogen test

The concentrations of plasma urea nitrogen were measured using a diacetyl monoxime methodology-based urea nitrogen direct kit (Stanbio).

### RNA extraction and quantitative PCR

Frozen kidneys were homogenized in liquid nitrogen, solubilized in DNA/RNA shield stabilization solution (Zymo Research), and stored at -80 °C until used. Total RNAs including miRNAs were extracted and then cleaned up with a quick RNA microprep kit (Zymo Research) according to the manufacturer’s instructions. Poly (A)-tailed RNAs were reverse transcribed with anchored oligo d(T) primers, d(T)22VN (IDT), using ProtoScript II reverse transcriptase (NEB), while miRNAs were reverse transcribed using the LNA RT kit (Qiagen). SYBR Green-based, real-time quantitative PCR detections with either Luna Universal qPCR Master Mix kit (NEB) for mRNA or LNA miRNA assay kit (Qiagen) were performed using QuantStudio 6 Pro (Thermo). Quantification and amplification were analyzed with Quantastudio software (Thermo). Gapdh and U6 were used as reference genes for normalization of mRNA and miRNA expression, respectively. The primers and the experimentally validated miRCURY locked nucleic acid (LNA) miRNA PCR assay used in this study are listed in Supplementary Table 1.

### Western analysis

Kidneys were lysed in 50 mM Tris-HCl (pH 7.4)/150 mM NaCl/1% NP-40/0.5% sodium deoxycholate/0.1% SDS supplemented with protease inhibitors (Thermo, A32955) by incubating on ice for 30 min. The lysates were sonicated and then cleared by centrifugation at 15,00 × *g* for 20 min at 4 °C. Protein concentration was measured by the BCA protein assay (Thermo), and aliquots of the cleared lysates were stored at -80 °C until used if needed. The resulting lysates were separated by SDS-PAGE and electrophoretically transferred to a nitrocellulose membrane. The blots were probed with the indicated primary antibodies (Supplementary Table 1): anti-alpha smooth muscle actin (Cell Signaling Technology #19245), anti-fibronectin (Abcam, ab2413), anti-vimentin (Cell Signaling Technology #3932), anti-collagen 1A1 (Cell Signaling Technology #72026), anti-actin (Sigma-Aldrich, A2228), and anti-Acsl4 (Thermo Fisher Scientific, PA5-27137) and then followed by HRP-conjugated secondary antibodies for chemiluminescence detection. The unsaturated signals on the blots were captured and analyzed with iBright FL1000.

### Immunofluorescence

Frozen kidney tissues were rinsed in DPBS and then soaked in 20% sucrose overnight at 4 °C before embedded in OCT and snap-frozen on dry ice. The tissues were then sectioned at a thickness of 10 µm using Microtome cryostat (HM 505 E, MICROM) and placed on SuperfrostPlus glass slides (Fisher). The sections were then fixed with 4% paraformaldehyde and blocked with 10% normal goat serum (Jackson Laboratory). Primary antibodies (Supplementary Table 1) were applied to the blocked sections and left to incubate overnight at 4 °C. The following day, the sections were incubated with secondary antibodies and lectin for 2 hours at room temperature. Nuclear counterstaining was performed using DAPI for 20 minutes. Finally, the sections were mounted with Vectashield® Plus (Vector laboratories) and imaged using an Axio fluorescence microscope (Zeiss) or a STELLARIS confocal microscope (Leica) under the same exposure and light collection conditions over samples. ImageJ was used to export the images as a tiff file. To quantify 4-HNE expression, images were segmented using a thresholding plugin (ImageJ), and the intensities of the foreground were counted and normalized to area and nucleus numbers.

### RNAscope

RNA in situ hybridization was conducted using the RNAscope™ Plus smRNA-RNA HD Reagents Kit (ACD). Briefly, 10 μm cryosections were fixed in 4% paraformaldehyde/DPBS for 1 hour at room temperature. Hybridization of two probes targeting mmu-miR-429-3p and Lrp2 was performed in an RNAscope hybridization oven using the following programs: AMP1 (30 minutes), AMP2 (30 minutes), AMP3 (15 minutes), HRP (15 minutes), S1 Fluorophore (30 minutes), HRP (15 minutes), and C2 Fluorophore (30 minutes). After hybridization, the sections were counterstained with DAPI for visualization.

### Chimeric-eCLIP

Chimeric-miRNA-enhanced cross-linking immunoprecipitation (Chimeric-eCLIP) was described by Van Nostrand et al. and was performed with the assistance of Eclipse Bioinnovations. Briefly, snap-frozen kidneys in liquid nitrogen were pulverized using a mortar and pestle, UV-crosslinked, and lysed to immunoprecipitate miRNA-mRNA-argonaute2 (Ago2) complexes with anti-Ago2. The bound RNAs in the Ago2 immunoprecipitants were further trimmed with RNA exonuclease (RNase A) and then treated with T4 polynucleotide kinase (3’ phosphatase minus) to encourage ligation between miRNA and mRNA, and then T4 RNA ligase 1 was applied to the donor of ligase RNA with 5’phosphate and the 3’OH end of the RNA acceptor in the immunoprecipitants. The resultant chimeric reads were processed for high-throughput RNA sequencing.

### Total RNA-sequencing, small RNA-sequencing, and their differential expression analysis

RNA sequencing was performed as described^46^. After assessing their quality with BioAnalyzer (Agilent) and Quanti-iT PicoGreen dsDNA assay, RNA libraries were sequenced as 30 million reads, 150-bp paired-end runs on an Illumina HiSeq platform. The adapter sequences in the raw data were trimmed using Cutadapt, and STAR was utilized for aligning paired-end (for total RNA) or single-end (for small RNA) sequences to the mouse genome (mm39) and quantification^47,48^. The differential expression analysis was performed with two-sided DESeq2 (ver 4.2.3)^49^.

### chimeric-eCLIP-Seq data analysis

Unique molecular identifiers (umi) were extracted from all read files with umi-tools (ver 11.2) and the adapter was cut using cutadapt (ver 4.1)^47,50^. The sequence files were mapped against RepBase to control artifacts from rRNA. Subsequently, non-repetitive reads were mapped to the mouse reference genome (mm39) using STAR (ver 1.7.10a)^48^. PCR duplicates were removed for aligned reads (non-chimeric reads) using umi-tools, and Ago2 binding site peaks were identified using CLIPper^50–52^. The clusters identified in the Ago2-immunoprecipitant are then normalized against a paired input sample. A peak is defined as a cluster with log2 fold enrichment ≥3 and *p* value ≤ 0.001. For Chimeric miRNA-RNA reads (unaligned non-repetitive reads), each miRNA was assigned to reads using Bowtie (ver 1.3.1) through mapping the miRNAs^53^. The miRNA portion was trimmed. The remaining mRNA portion was then mapped using STAR^53^. Removal of PCR duplicates and thereafter identification of AGO2 binding sites were performed as similar to non-chimeric reads, and the numbers of chimeric miRNA-mRNA read were obtained.

### Cumulative frequency analysis

mRNA expression data from total RNA-seq were divided based on the presence of target mRNA from chimeric-eCLIP-seq, and the cumulative abundance changes of target mRNAs for each individual miRNA were compared with those of nontarget mRNAs that do not appear in chimeric-eCLIP-Seq but are present in total RNA-Seq. Cumulative frequency distributions were generated with R and the statistical significance of the distribution between non-target mRNA expression and target mRNA expression was determined using the Kolmogorov-Smirnov test.

### GO analysis

To perform statistical enrichment of target genes in a given microRNA from chimeric sequences, ShinyGO 0.76.3^54^ was used. Fold enrichment and corrected false discovery rate (FDR) were calculated by comparing a set of predicted target genes of mouse miRNAs from miRDB v 5.0 with a set of genes from chimeric sequences from chimeric chimeric-eCLIP-Seq.

For gene ontology enrichment analysis, significant pathways with overrepresented genes from chimeric mRNA-miRNA sequences were detected using the KEGG (Kyoto Encyclopedia of Genes and Genomes) database. To calculate enrichment FDR (false discovery rate), all genes whose expression was detected from total RNA-seq were used as background.

### Metagene of mRNA sites present in Ago2-chimeric chimeric-eCLIP-Seq

The average number of peaks mapped to the genomic region was generated with MetaPlotR^55^. The number of peaks was calculated for each region of a mapped gene and the average number of peaks for a set number of positions was plotted along the region whose length was normalized.

### Alamar Blue assay

An equal number of BUMPT cells per well were seeded in a 96-well plate with the complete growth medium. After overnight incubation, cells were washed with DPBS and further incubated with 2 μM cisplatin with DMSO as control or 100 μM BT2 in a serum-free medium, respectively. After 15 hours of incubation, the final concentration of 0.04 mg/ml Alamar Blue (AB) was added to each well and the absorbances were measured at 570 and 600 nm for 5 hours every hour, using a microplate reader (BioTek). The percentage of reduction of Alamar Blue was calculated by a formula ((molecular extinction coefficient of AB in the oxidized form at 600 nm × A_570_ - molar extinction coefficient of AB in the oxidized form at 570 nm × A_600_) ÷ (molar extinction coefficient of AB in the reduced form at 570 nm × A’_600_ - molar extinction coefficient of AB in the reduced form at 600 nm x A’_570_, where A_600_ absorbance of test wells at 600 nm; A_570_ absorbance of test wells at 570 nm; A’_600_ absorbance of negative control wells at 600 nm; and A’_570_ absorbance of negative control wells at 570 nm^56^.

### Statistical analysis

The statistical significance of the data was evaluated using a two-tailed, unpaired Student’s t-test, unless otherwise stated. A threshold of *p* values < 0.05 was considered statistically significant. No sample size calculation was performed, and no data were excluded from the analysis unless there were sample loss (e.g., mouse death) or indications of issues with experimental steps, as indicated by experimental controls. Multiple biological replicates from independent experiments were used, while technical replicates were not considered independent samples.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

### Source data

Source Data

## Data Availability

Data supporting the findings of this study are presented within the article and supplemental information. All the raw sequencing datasets generated in this study have been deposited in GEO, Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE242809) under accession code GSE242809, and the deposited data are publicly available. Source data, including sequencing analysis data, are provided with this paper. Source data are provided with this paper.

# Supplementary material for: MicroRNA-mediated attenuation of branched-chain amino acid catabolism promotes ferroptosis in chronic kidney disease
**Source:** Nat Commun. 2023 Nov 28;14:7814. doi: 10.1038/s41467-023-43529-z
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

This PDF file includes Supplementary Figures 1 to 5 and Supplementary Table 1.

# Supplementary Figure 1

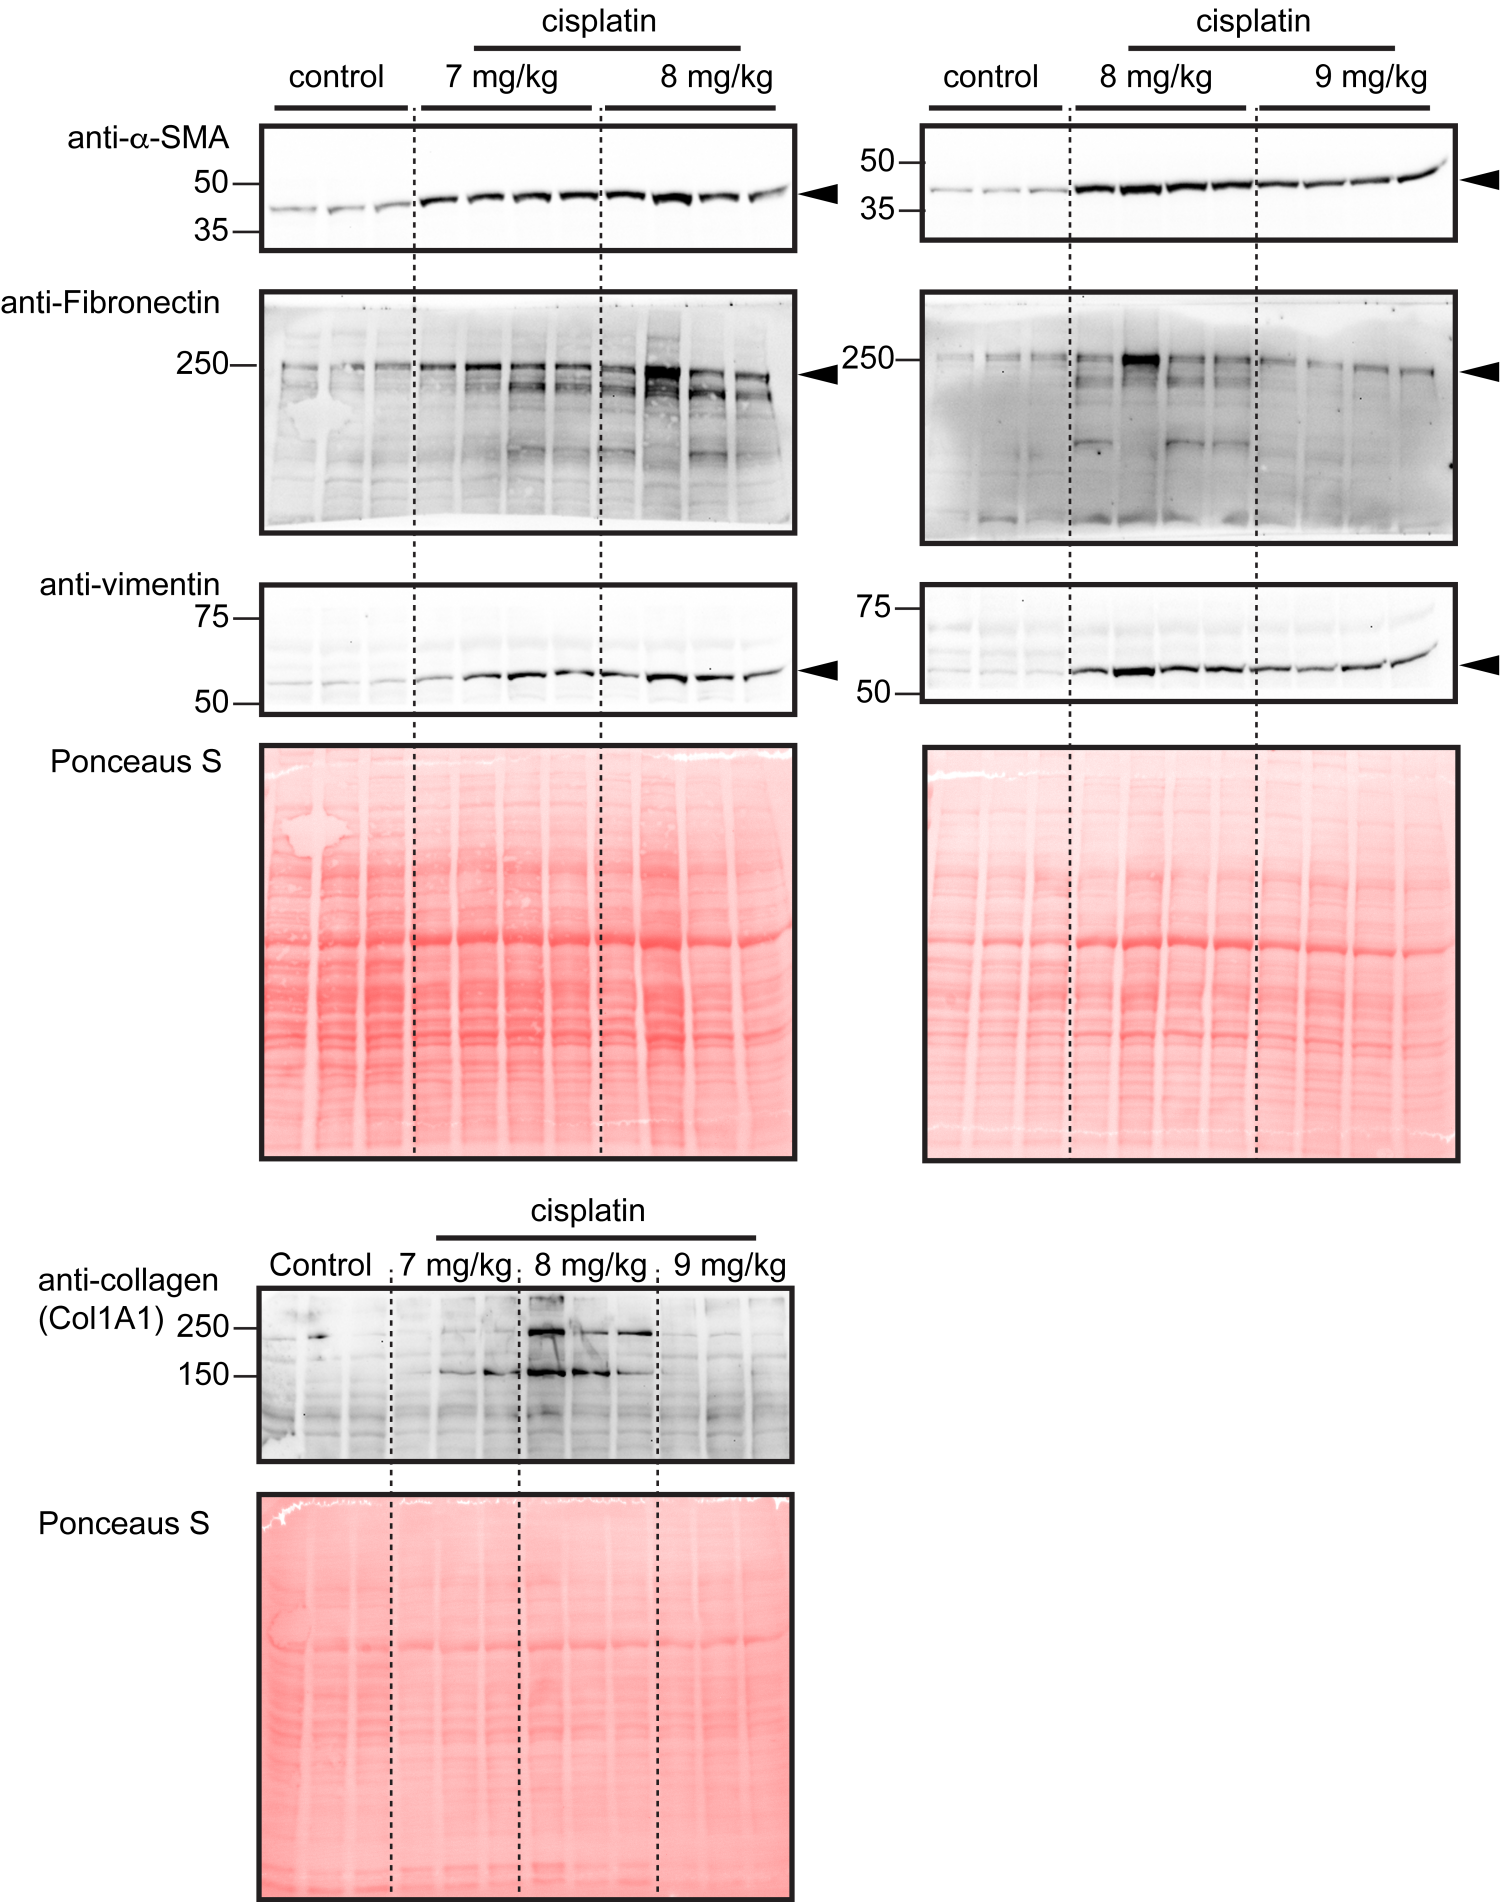

**Supplementary Fig. 1** | Western blot analysis showing levels of the proteins ( $\alpha$ -smooth muscle actin, fibronectin, vimentin, and collagen 1A1) associated with fibrosis in protein lysates from mice treated with cisplatin (7, 8, or 9 mg/kg). Ponceau S staining was used to determine equal protein loading per lane.

# Supplementary Figure 2

**a**

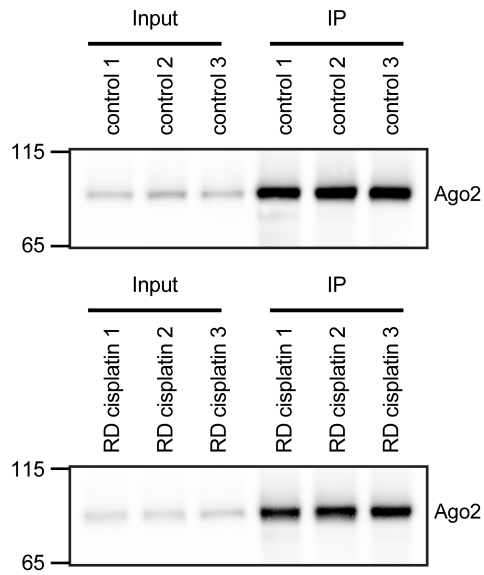

**b**

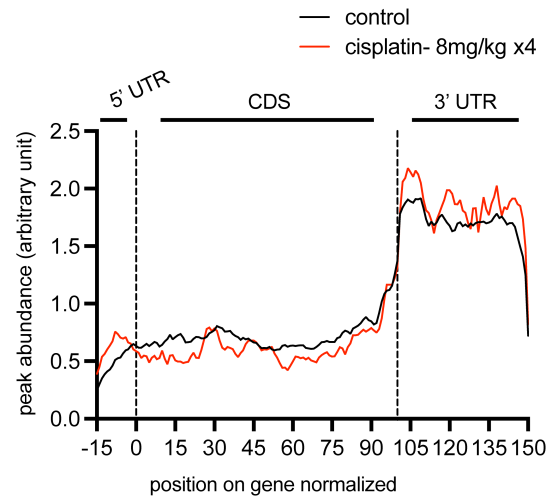

**c**

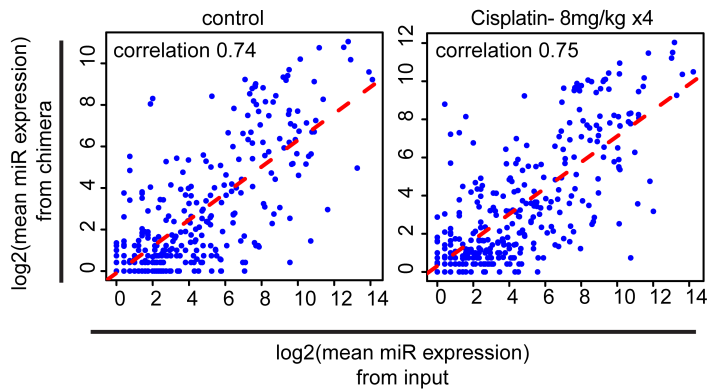

**d**

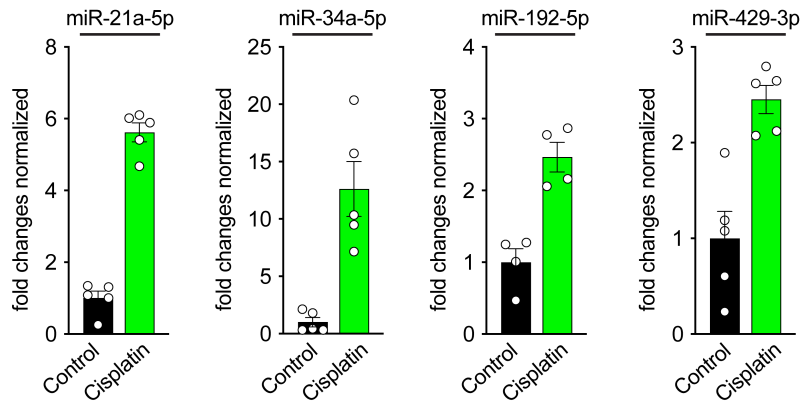

**e**

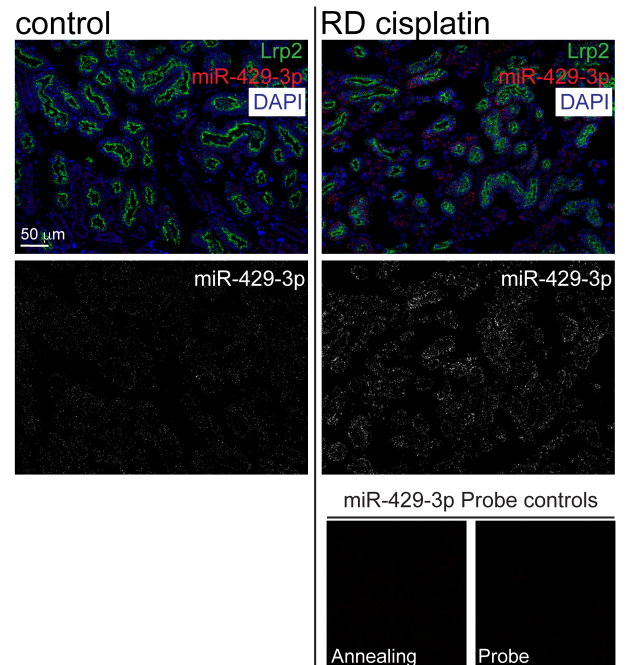

**Supplementary Fig. 2 | chimeric-eCLIP-seq analysis in the cisplatin-injured mouse kidney.** **a.** Immunoprecipitation of UV-crosslinked Ago2 in the presence or absence of cisplatin treatment. Western blot analysis shows successful Ago2 pulldown. **b.** The position of miRNA reads mapped along the metagene of mRNA from the chimeric-eCLIP-seq performed with UV crosslinking. 5'UTR, 5' untranslated region. CDS, coding sequence. 3'UTR, 3' untranslated region. **c.** Plots showing the correlation of miRNA reads obtained from chimeric-eCLIP-seq reads (y axis) and small RNA-seq (x axis). Each dot represents individual miRNAs. **d.** RT-qPCR analysis of four miRNAs from kidney samples, miR-21a-5p, miR-34a-5p, miR-192-5p, and miR-429-3p, to validate chimeric-eCLIP-seq results showing the cisplatin-induced increase in expression. Expression levels of the indicated miRNA were normalized using U6 snoRNA within each group, and then relative expression values of miRNA of the cisplatin-treated group normalized to those of the control group were plotted. Data are presented as Mean  $\pm$  SEM. **e.** RNAScope analysis of miR-429-3p expression in cisplatin-induced kidneys, with Lrp2 as a proximal tubule marker and DAPI as a nucleus marker. Note that miR-429-3p was induced in the proximal tubules. No miR-429-3p signals were detected under the same imaging acquisition condition when a higher annealing condition or a control probe was used. Source data are provided as a Source Data file.

# Supplementary Figure 3

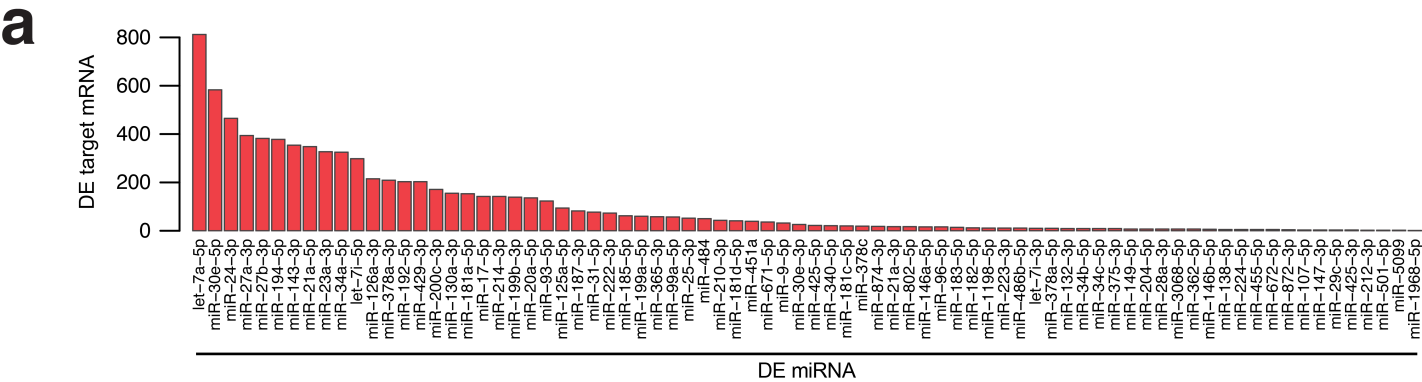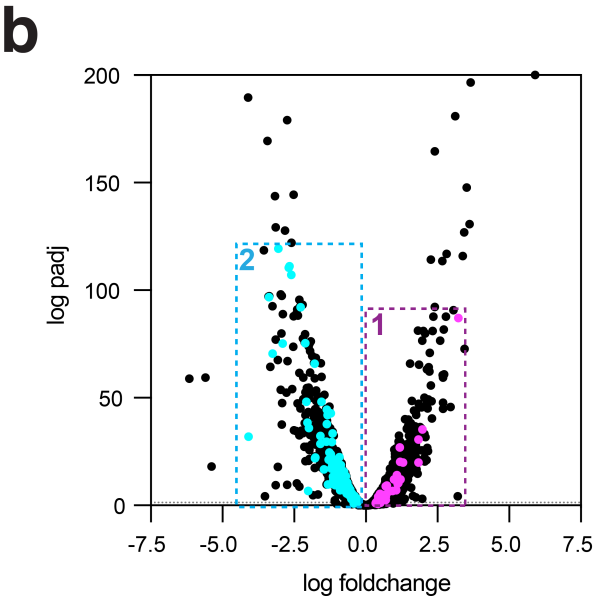

## Group 1

| metabolism               | KEGG adjusted P value |
|--------------------------|-----------------------|
| Glutathione metabolism   | $p_{adj} = 9.33E-07$  |
| Fatty acid metabolism    | $p_{adj} = 0.0004$    |
| CytP450-drug metabolism  | $p_{adj} = 0.0007$    |
| Platinum drug resistance | $p_{adj} = 0.001$     |

## Group 2

| metabolism                | KEGG adjusted P value |
|---------------------------|-----------------------|
| TCA cycle                 | $p_{adj} = 9.50E-19$  |
| BCAA catabolism           | $p_{adj} = 2.40E-14$  |
| Oxidative phosphorylation | $p_{adj} = 2.35E-11$  |
| Propanoate metabolism     | $p_{adj} = 1.40E-10$  |
| beta-alanine metabolism   | $p_{adj} = 7.78E-5$   |

## c

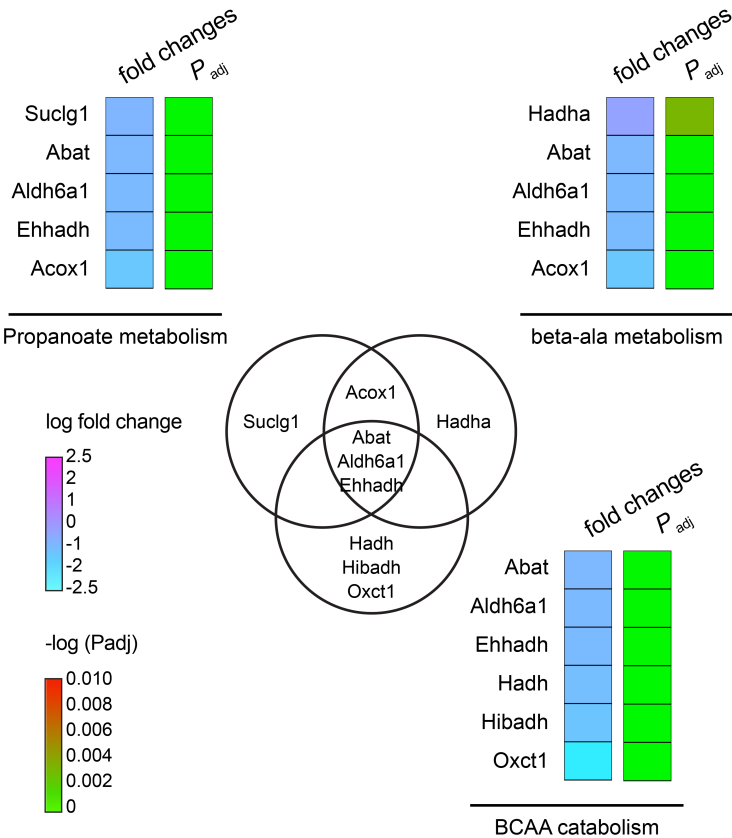

**Supplementary Fig. 3 | Pathway analysis of target mRNAs of the miRNAs in the cisplatin-injured kidney.**

**a.** Display of miRNAs ranked by the size of their target miRNA sets. **b.** Volcano plot analysis of the fold changes of mRNA expression in response to cisplatin (x axis, (+) cisplatin / (-) cisplatin) combined with statistical significance ( $P_{adj}$ ) (y axis). Black dots represent individual mRNAs of total RNA-seq reads. The colored dots represent the individual target mRNAs identified by chimeric-eCLIP-seq. Group 1, GO terms with increased expression of target mRNA in response to cisplatin. Group 2, GO terms with decreased target mRNA expression in responses to cisplatin. Note the specific enrichment of GO terms by the direction of target mRNA expression change.  $p$  values are FDR-adjusted from the one-sided hypergeometric test, ShinyGO. **c.** Three metabolic pathway GO terms analyzed for shared mRNA elements. Note that GO terms for propanoate metabolism,  $\beta$ -alanine metabolism, and BCAA catabolism share a common set of target mRNAs (Venn diagram) of which expressions decrease in response to cisplatin. 

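All 9 genes drawn as shared by the metabolic pathways fell in the cisplatin-treated kidney. Oxct1, which activates ketone bodies for use in the mitochondrion, fell most, from 1046 ± 4.36 to 225 ± 29.5 CPM (SD, n = 3 each; log2 fold change -2.22, standard error 0.117, adjusted p = 2.4e-07 from edgeR). Hibadh of valine breakdown, Hadh of fatty acid β-oxidation and the TCA cycle enzyme Suclg1 had log2 fold changes of -1.22, -1.05 and -0.82. The smallest fall was that of Hadha, the α subunit of the mitochondrial trifunctional protein, with a log2 fold change of -0.37 (standard error 0.0907, adjusted p = 0.0063 from edgeR), and 0.05 when scaled by library totals. The 9 genes, which include Abat, Aldh6a1 and Ehhadh, had a median log2 fold change of -0.94 and were all called lower when adjusted over the list alone. As a group their camera adjusted p was 7.4e-07, and the adjusted p = 0.245 with an estimated correlation. The study chose these 9 genes on the same libraries, and all of them are on its miR-429-3p target list, so their shared direction is not independent evidence.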

Source data are provided as a Source Data file.

# Supplementary Figure 4

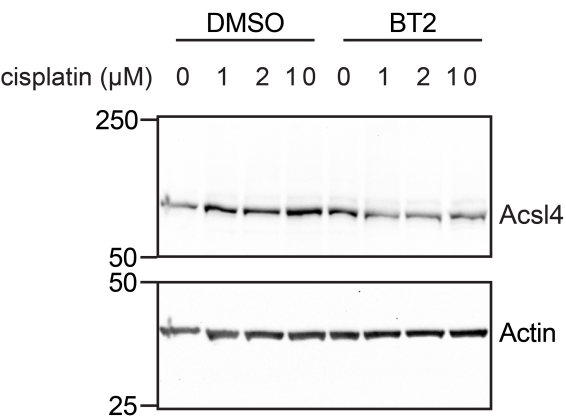

**Supplementary Fig. 4** | Representative immunoblots of Acsl4 and actin protein expression in BUMPT cells, treated with indicated concentrations of BT2, with and without cisplatin exposure, across three independent experiments. Note that BT2-treated BUMPT cells expressed significantly reduced levels of Acsl4 protein in response to either 1 or 2  $\mu$ M cisplatin but not considerably to a higher 10  $\mu$ M cisplatin.  $\beta$ -actin used as a loading control. The source data for the quantification result shown in Figure 5c are provided as a Source Data file.

# Supplementary Figure 5

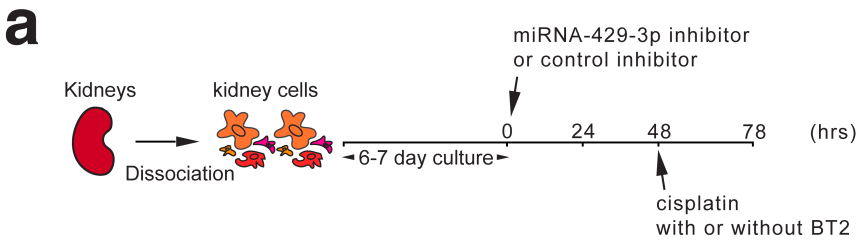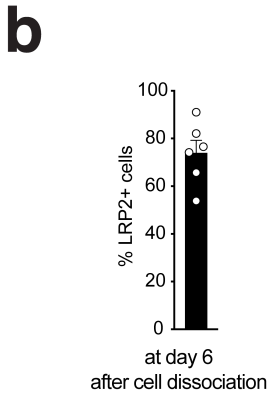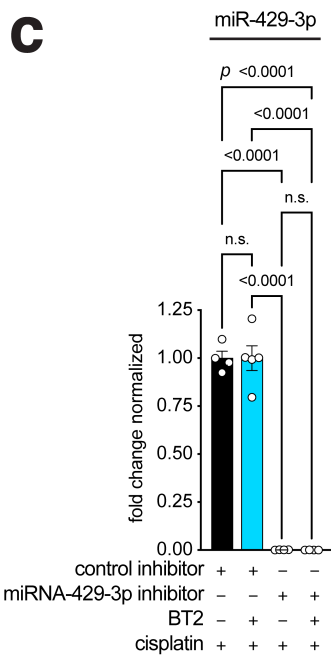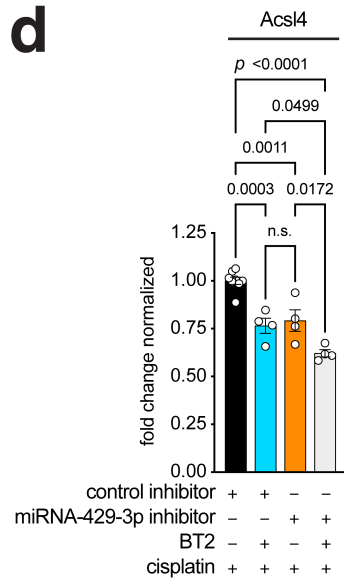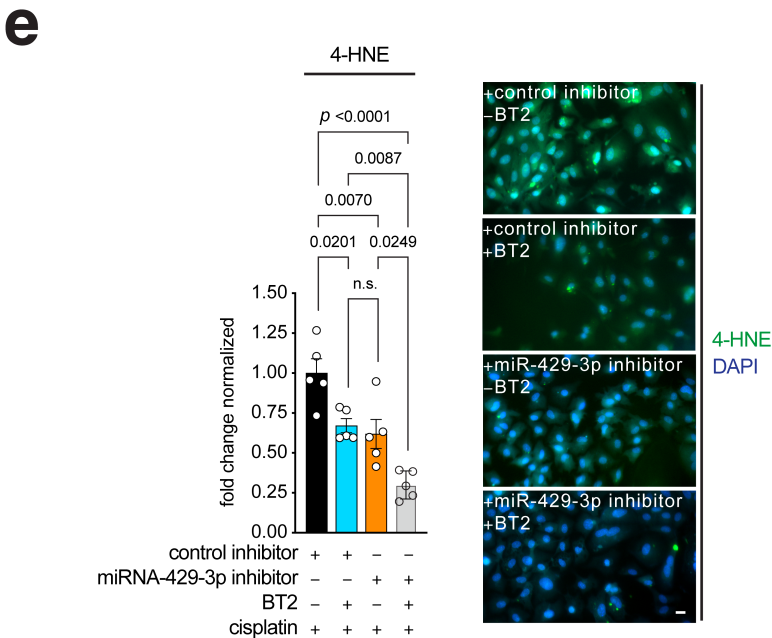

**Supplementary Fig. 5 | The effect of miR-429-3p and BT2 in BCAA catabolism-associated ferroptosis. a.** Schematic overview of the experimental procedure. **b.** LRP2 expression in dissociated kidney cells, determined by immunofluorescence. To automatically count the percentage of LRP2-positive cells in dissociated cells grown for 6 days using the EVOS M5000 imaging system, two parameters—LRP2 and DAPI intensity and area—were selected for object counting. Data are presented as Mean  $\pm$  SEM, from six independent experiments. **c. and d.** RT-qPCR analysis of miR-429-3p (c) and Acsl4 (d) in the dissociated kidney cells treated with the indicated combinations of miRNA-429-3p inhibitor and BT2. Expression levels of miR-429-3p were normalized using U6 snoRNA, while expression levels of Acsl4 were normalized using Gapdh within each group. Their relative expression values normalized to those of the control group (cisplatin with control inhibitor) were plotted. Data are presented as Mean  $\pm$  SEM, from four independent experiments. n.s., not significant ( $p > 0.05$ ). P-values are from multiple comparisons of an ordinary one-way ANOVA test. **e.** Immunofluorescence analysis of 4-HNE expression in the dissociated kidney cells treated with the indicated combinations of miRNA-429-3p inhibitor and BT2. The intensities of 4-HNE signals from the fixed cells were normalized to area and nucleus number, and then the relative expression values, normalized to those of the control group (cisplatin with control inhibitor), were plotted. Data are presented as Mean  $\pm$  SEM, with at least 6,000 cells per data point obtained from two independent experiments. n.s., not significant ( $p > 0.05$ ). P-values are from multiple comparisons of an ordinary one-way ANOVA test. Scale bar, 20  $\mu$ m. Source data are provided as a Source Data file.

## Supplementary Table 1 | Materials used.

### Primers

| Gene   | For                     | Rev                     | PMID (Ref) |
|--------|-------------------------|-------------------------|------------|
| Cxcl12 | CATCCATCCATCCATCCA      | TTCAGGGTCATGGAGACAGT    | 31249871   |
| Cx3cl1 | TCGGACTTTGTTGGTTCCTC    | CAAAATGGCACAGACATTGG    | 31249871   |
| Mif    | AGTAAGCTGCTGTGTGGCCTGCT | CAGGACTCAAGCGAAGGTGGAAC | 31249871   |
| Bax    | CCGGCGAATTGGAGATGAACT   | CCAGCCCATGATGGTTCTGAT   | 34686727   |
| Bcl-2  | GCTACCGTCGTGACTTCGC     | CCCCACCGAACTCAAAGAAGG   | 34686727   |
| Gpx4   | CCGGCTACAATGTCAGGTTT    | ACGCAGCCGTTCTTATCAAT    | 33558472   |
| Acsl4  | ACTGGCGATATTGGAGAAT     | CACATAGGACTGGTCACTT     | 35180475   |
| Tfrc   | CCCATGACGTTGAATTGAACCT  | GTAGTCTCCACGAGCGGAATA   | 34843656   |
| Timp2  | CTCGCTGTCCCATGATCCC     | GCCCATTGATGCTCTTCTCTGT  | 35218571   |
| Igfbp7 | AAGAGGCGGAAGGGTAAAGC    | TGGGGTAGGTGATGCCGTT     | 35752325   |
| Col1a1 | TAAGGGTCCCCAATGGTGAGA   | GGGTCCCTCGACTCCTACAT    | 28593951   |
| Fn1    | TGGTGGCCACTAAATACGAA    | GGAGGGCTAACATTCTCCAG    | 24053613   |
| Acta2  | GTCCCAGACATCAGGGAGTAA   | TCGGATACTTCAGCGTCAGGA   | 24591373   |
| Vim    | CCCTCACCTGTGAAGTGGAT    | TCCAGCAGCTTCCTGTAGGT    | 24591373   |
| Gapdh  | ACCACAGTCCATGCCATCAC    | TCCACCACCCTGTTGCTGTA    | 27724924   |
| U6     | GCTTCGGCAGCACATATACTA   | CGAATTTGCGTGTATCCTTG    | 30886169   |

### LNA miRNA PCR assays

| miRNA      | Sequence                 | Catalog #     |
|------------|--------------------------|---------------|
| miR-21a-5p | 5'UAGCUUAUCAGACUGAUGUUGA | Qiagen-339317 |
| miR-429-3p | 5'UAAUACUGUCUGGUAAUGCCGU | Qiagen-339317 |
| miR-34a-5p | 5'UGGCAGUGUCUUAGCUGGUUGU | Qiagen-339317 |
| miR-192-5p | 5'CUGACCUAUGAAUUGACAGCC  | Qiagen-339317 |

### Custom LNA miRNA inhibitors

| miRNA | Sequence | Catalog # |
|-------|----------|-----------|
|-------|----------|-----------|

|            |                                           |               |
|------------|-------------------------------------------|---------------|
| Control    |                                           | Qiagen-339137 |
| miR-429-3p | 5'T*T*A*C*C*A*G*A*C*A*G*T*A*T*T           | Qiagen-339204 |
| Control    | 5'T*A*A*C*A*C*G*T*C*T*A*T*A*C*G*C*C*C*A   | Qiagen-339136 |
| miR-429-3p | 5'C*G*G*C*A*T*T*A*C*C*A*G*A*C*A*G*T*A*T*T | Qiagen-339130 |

### **RNAscope plus probes**

| <b>miRNA</b> | <b>Catalog #</b>                                              |
|--------------|---------------------------------------------------------------|
| Control      | ACD-smRNA RNA negative control probe for RNAscope Plus 4-plex |
| miR-429-3p   | ACD-SR-mmu-miR-429-3p-S1                                      |
| Lrp2         | ACD-Mm-Lrp2-C2                                                |

### **Antibodies**

| <b>Antibody (dilution used)</b>      | <b>Vendor</b>                            | <b>Catalog #</b> |
|--------------------------------------|------------------------------------------|------------------|
| Anti-acsl4 (1:1000 WB, 1:200 IF)     | Thermo Fisher Scientific                 | PA5-27137        |
| Anti-actin (1:2500 WB)               | Sigma                                    | A2228            |
| Anti-smooth muscle actin (1:1000 WB) | Cell Signaling Technology                | 19245            |
| Anti-fibronectin (1:1000 WB)         | Abcam                                    | ab2413           |
| Anti-vimentin (1:800 WB)             | Cell Signaling Technology                | 3932             |
| Anti-collagen 1A1 (1:1000 WB)        | Cell Signaling Technology                | 72026            |
| LTL-FITC (1:500 IF)                  | Vector Laboratories                      | FL-1321-2        |
| 4-HNE (1:100 IF)                     | Japan Institute for the Control of Aging | MHN-100P         |
| LRP2 (1:100 IF)                      | Proteintech                              | 19700-1-AP       |

### **Chemicals**

| <b>Chemicals</b>    | <b>Vendor</b>            | <b>Catalog #</b> |
|---------------------|--------------------------|------------------|
| BT2                 | Fisher Scientific        | 50-196-9375      |
| Collagenase type II | Worthington Biochemical  | CLS-2            |
| Cisplatin           | ZooPharm (now Wedgewood) | SKU-INJ020VC     |

# Supplementary material for: MicroRNA-mediated attenuation of branched-chain amino acid catabolism promotes ferroptosis in chronic kidney disease
**Source:** Nat Commun. 2023 Nov 28;14:7814. doi: 10.1038/s41467-023-43529-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1** | Total RNA-Seq (mRNAs).

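Supplementary Data 1 gives, per gene, the counts of the 6 total RNA-seq libraries and the log2 fold change and adjusted p of the paper's DESeq2 comparison of cisplatin with control. Of this table, 1976 rows were analysed here, against 56691 genes in the count files; they hold adjusted p-values up to 6.27e-05, with 1138 log2 fold changes of the paper below 0 and 838 above. Fibrosis marker Vim had a log2 fold change of 0.97 in the paper's table and of 0.88 in the edgeR fit used here. The transferrin receptor Tfrc had -1.60 in the paper's table and -1.68 here. All 1976 genes had the same sign in both and passed the edgeR test in the same direction. The paper's log2 fold changes lay above those of edgeR by a median of 0.0818. They differed from those of the DESeq2 fit made here by up to 0.137.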

**Supplementary Data 2** | Small RNA-Seq (miRNAs).

**Supplementary Data 3** | chimeric-eCLIP-Seq (miRNA:mRNA).

**Supplementary Data 4** | Total RNA-Seq: LNA miR-429-3p inhibitor administration (mRNAs) and target mRNA list of miR-429-3p.

# Supplementary material for: MicroRNA-mediated attenuation of branched-chain amino acid catabolism promotes ferroptosis in chronic kidney disease
**Source:** Nat Commun. 2023 Nov 28;14:7814. doi: 10.1038/s41467-023-43529-z
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Western- iBright FL1000 (Thermo);<br>Imaging- EVOS M5000 (Thermo), Axio fluorescent microscope (Zeiss), STELLARIS confocal microscope (Leica);<br>qPCR- QS6 Pro (Thermo)                                                                                                                                                     |
| Data analysis   | STELLARIS application suit (Leica); EVOS M5000 software, Rev 1.6 (Thermo); Fiji (Image J bundle, ver 2.9.0/1.53t;<br>QS Design and Analysis software 2 (Thermo);<br>fastQC ver 0.11.9; umi tools ver 11.2; cutadapt ver 4.1; STAR ver 1.7.10a; CLIPer; Bowtie ver 1.3.1; DESeq2 ver 4.2.3; R ver 4.2.2;<br>GraphPad Prism 10 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data from the study are available in the main text or the supplementary materials. All sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO) under the series accession number GSE242809, which is publicly available. This series consist of CLIP-seq data (GSE242806), miRNA-seq data (GSE242807), and RNA-seq data (GSE242808).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample size for the animal experiments was not calculated. We included as many animals as possible in the experiments in order to achieve high statistical significance, taking into consideration factors such as variance and survival rates. We also took into account similar studies when determining the sample sizes.                                                                                                      |
| Data exclusions | One control mouse was excluded for its death at the time of 2nd injection of cisplatin; One mouse treated with miRNA inhibitor was excluded for its death 1 day after the 4th injection of cisplatin.                                                                                                                                                                                                                                 |
| Replication     | All experiments, except for sequencing approaches and Fig S5c-e (two independent experiments for the BT2-treated group and three independent experiments for the other groups), were conducted with a minimum of three independent experiments. Additionally, for the RNA-seq approaches used in this study, we employed three biological replicates for each experimental group. All replication attempts indicated similar results. |
| Randomization   | The mice used in this study were randomly divided into two groups: a control group and an inhibitor-treated group before starting cisplatin injection. Randomization was not required for the other experiments, and it was not performed for them.                                                                                                                                                                                   |
| Blinding        | Different lab members conducted sample preparation and data analysis for RT-qPCR and Western analysis on the same samples. Sample identities were concealed using numerical IDs.                                                                                                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-acsl4 (Rabbit, 1:1000 (WB), 1:200 (IF) Thermo PA5-27137)<br>anti-actin (Mouse, 1:2500, Sigma A2228)<br>anti-smooth muscle actin (Rabbit, 1:1000, Cell Signaling Technology, 19245)<br>anti-fibronectin (Rabbit, 1:1000, Abcam ab2413)<br>anti-vimentin (Rabbit, 1:800, Cell Signaling Technology, 3932)<br>anti-collagen 1A1 (Rabbit, 1:1000, Cell Signaling Technology, 72026)<br>LTL-FITC (1:500, VectorLabs, FL-1321-2)<br>anti-4HNE (Mouse, 1:100, Japan Institute for the Control of Aging, MHN-100P)<br>anti-LRP2 (Rabbit, 1:100, Proteintech, 19700-1-AP) |
| Validation      | See manufacturer's information above.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                              |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | BUMPT (Boston University C57BL/6 Mouse Proximal Tubule, clone 306), directly obtained from the Dong lab.                                     |
| Authentication                                                       | No authentication of the BUMPT cell line was performed in my lab.                                                                            |
| Mycoplasma contamination                                             | BUMPT Cells used in this study were tested negative for mycoplasma contamination using LookOut mycoplasma PCR detection kit (MP0035, Sigma). |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                                              |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                     |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6 (the Jackson Laboratory) 9-week old male mice. Mice were housed in temperature- (20-24°C) and humidity- (30%-70%) controlled, 12:12h light-cycled conventional animal quarters.                                                                                                                                                                             |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                                                                                                                                             |
| Reporting on sex        | Sex as a biological variable was not taken into consideration in this study. Because female mice generally exhibit greater resilience to kidney damage compared to males, we initially focused on a male mouse model. As a result, we explicitly stated in the abstract, methods, and results sections that the research was exclusively conducted using male mice. |
| Field-collected samples | No field collected samples were used in the study.                                                                                                                                                                                                                                                                                                                  |
| Ethics oversight        | The Medical College of Georgia IACUC                                                                                                                                                                                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

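Total RNA of the kidney was sequenced from 3 control male mice, which received saline, and 3 male mice given 4 injections of 8 mg/kg cisplatin, all taken at week 7, with 1 library per mouse and no pooling. The authors trimmed the read pairs with Cutadapt, aligned them to the mouse genome (mm39, GRCm39) with STAR and deposited, per library, the raw counts per gene that STAR reports, without normalization. STAR's settings and the annotation release are not given in the sources used here. The counts of the strand of the transcript were used, which hold 96.7% to 97.2% of the stranded counts. They were checked against the counts printed in Supplementary Data 1, of which the rows analysed here had been read before the count files were opened.
The count files hold 56691 genes, of which 56017 have a record in GENCODE vM39, 2 more were named through Supplementary Data 1 and 672 have no name. Counted pairs per library numbered 21891855 to 26627554. Unmapped pairs made up 2.72% to 3.57% and pairs mapped to several places 11.5% to 12.9%. Replicates differed by more than counting noise, with a chi-square per gene of 4.70 to 6.87 between control libraries and of 13.5 to 40.9 between cisplatin libraries.
Genes were tested with edgeR 4.0.16 (filterByExpr, minimum count 10 and minimum total 15, TMM factors, quasi-likelihood F test), and p-values were adjusted with the Benjamini-Hochberg method at a threshold of 0.05. CPM use the library size multiplied by the TMM factor, and log2 CPM a prior count of 2. Gene lists (35 lists: 18 pathway lists, 15 lists of cell type markers and 2 lists of genes the paper names) and the miR-429-3p targets of the study were tested with camera of limma 3.58.1, with a preset correlation of 0.01 and with an estimated one. Of 713 listed genes, 712 were found in the count files and 658 were tested. The lists cover BCAA catabolism, the TCA cycle, oxidative phosphorylation, the mitochondrial genome, propanoate, β-alanine and glutathione metabolism, fatty acid oxidation and synthesis, cytochrome P450 drug metabolism, glycolysis, ferroptosis, p53 targets, platinum drug resistance, fibrosis, tubular injury, inflammation, the cell cycle, the RT-qPCR panel, the shared metabolic genes, and markers of proximal tubule, podocyte, thick ascending limb, distal tubule, collecting duct, endothelium, fibroblast, macrophage, T cell, B cell, neutrophil, erythroid cell, adrenal gland, fat and liver. The targets were compared with non-targets by the one-sided Kolmogorov-Smirnov test that the paper uses, and with 10000 random lists matched on mean expression in 10 bins. Expressed genes are those with at least 1 CPM in at least 3 of 6 libraries, over the 21630 protein-coding genes of the annotation.
Apart from the exceptions given last, the genes the text names were set by a rule written before the count files were opened. They are the genes the paper names for the kidney, the 10 largest rises and 10 largest falls in log2 fold change among genes that passed the test with a mean log2 CPM of at least 3 and all cisplatin libraries on one side of all control libraries, and up to 4 members per list and direction with the smallest adjusted p. Members called in neither direction, the genes that rose in lists that mostly fell, and the genes known to differ between male and female kidney were named after their values were seen. Lcn2 and G6pc1 were named outside the rule as well.
Alternatives were DESeq2 1.42.0, limma-voom, DESeq2 size factors, upper-quartile factors, library totals, no low-count filter, at least 10 counts in every library, counts that ignore the strand, leaving out mitochondrial genes and the 20 highest genes, the replicate number as a block, leaving out each library in turn, an adjusted p under 0.01 and a test against a fold change of 1.5. The paper used DESeq2 as well but gives another version number.
The fit was tested on simulated data, with counts drawn for the 15662 genes from the real libraries and 200 genes changed. edgeR recovered 0 of 50 genes changed by 1.25-fold, 17 of 50 by 1.5-fold, 40 of 50 by 2-fold and 48 of 50 by 4-fold, and 7 of 112 calls were unchanged genes (6.25%). Of 200 unchanged lists, 1 had a camera p under the threshold and 8 a Kolmogorov-Smirnov p under it. In the real libraries 7419 genes were called, against 200 changed in the simulation. The recovered shares and the list results therefore hold for the simulated data only.
Small RNA-seq, chimeric-eCLIP-seq, the LNA inhibitor and BT2 experiments and the target sets of other miRNAs were not analysed here. The work used R 4.3.3, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9, pysam 0.24.0 and samtools 1.23.1.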

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

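The lists of genes that differ between male and female kidney, the comparisons of proximal tubule markers with other markers, and the matched random lists for BCAA catabolism were chosen only after the results they concern had been seen.
Genes known to be higher in female than in male mouse kidney, a group the paper does not analyse, had a median log2 fold change of 3.12 in the cisplatin-treated kidneys of these male mice. Of 6 such genes, 5 were higher, among them Slc7a12 and Cyp4a14, and 1, Slc22a7, was lower (-3.64). Markers of macrophages, which the paper does not analyse either, had a median log2 fold change of 1.37, with 14 of 17 genes higher and none lower (15 higher when adjusted over the list alone), among them Lyz2 (2.59) and C1qa (1.64). The list's camera adjusted p was 9.7e-08, and the adjusted p = 0.245 with an estimated correlation. Read pairs without an annotated exon on the strand of the transcript took 7.35% of the pairs in cisplatin libraries on average. This was above the share in every control library, and the paper does not report on it.
The miR-429-3p targets were lower than non-targets. Without the genes of the fixed lists the difference of medians was -0.14, which argues against metabolic, injury and marker genes as its whole cause, and the targets were lower in 5 of 5 bins of 3' UTR length, which argues against that length. The targets' mean expression is a candidate explanation, since their median lay at percentile 83.72 among random lists matched on it. A contribution of miR-429-3p itself stays open: the test of its seed match did not decide it. The paper reports that an LNA inhibitor of this miRNA raised its targets relative to non-targets (Fig. 4d). That experiment was not analysed here. The 6 libraries allow 10 splits of 3 against 3, too few for a share under 0.05; the size of the difference was 0.173 for the real split, which alone (1 of 10) reached it, and 0.0794 for the highest other.
All 14 genes known to be higher in male than in female mouse kidney were lower after cisplatin, with a median log2 fold change of -3.48, among them Slco1a1, Kap, Slc7a13, Acsm3 and Cyp7b1. Xist reached at most 0.344 CPM in any library, which argues against female mice in the cisplatin group. The male list lay below the proximal tubule markers outside it by -2.50 in median log2 fold change. The male list was put together after these falls were seen, but among genes that fall alike such a choice gains little beyond their standard errors, at most 0.557 here, and the other markers themselves ranged from -3.46 to -0.04, which argues against a loss of proximal tubule cells alone, since that would lower them alike. A lower androgen signal after cisplatin is a candidate explanation that was not tested, since the files hold no hormone level, and neither was a stronger loss of the tubule segment that expresses these genes.
Most tested genes of BCAA catabolism, the TCA cycle, oxidative phosphorylation, propanoate and β-alanine metabolism and fatty acid oxidation were lower after cisplatin. Glutathione metabolism, cytochrome P450 drug metabolism and glycolysis went both ways. None of these lists passed camera's test with an estimated correlation. With library totals 28 of the BCAA catabolism genes were still called lower, which argues against the scaling as the whole cause for that list. Oxidative phosphorylation had 29 lower genes with library totals, against 67 with TMM factors. The median of BCAA catabolism lay at percentile 0 of random lists matched on the mean expression of the list genes. The medians of 5 marker lists of other kidney cell types lay from -0.50 to 0.55, a range of 1.04. A lower share of proximal tubule cells alone would raise them alike, so it was not the only change. This spread cannot show whether such a loss lowered the metabolic lists. The lists that mostly fell had medians from -0.86 to -0.56, against -0.98 for proximal tubule markers outside the male list. For these metabolic lists, a lower share of proximal tubule cells stays open. Lower expression within the tubule cells and a change in several cell types stay open as well and were not tested. In the 10 splits, again too few for a share under 0.05, the real split (1 of 10 to reach its counts) called 7419 genes and 40 of BCAA catabolism, and the highest other split called 0 and 0.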

How the results depend on the processing

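Of 190 named genes, 172 kept their side of the threshold with library totals, the setting that changed most (Bcat2, Bcl2 and Gpx4 among them, called in neither fit, changed sign), 12 kept their direction but no longer passed the test, 3 newly passed it, and 3 changed sign and no longer passed it: Bckdk (0.027), Hadha (0.049) and Ehd3 (0.18). With the other alternatives to the fit no called gene changed sign, and 8 or fewer lost their call when all 6 libraries were kept (8 with DESeq2); without control replicate 1, 9 did. With library totals 1375 genes were lower and 8508 higher, and all 1375 were among the 3578; oxidative phosphorylation had 29 lower genes, fatty acid synthesis 4 and glycolysis 7. These scaling changes follow from the shift of the median of all genes. With the test against a fold change of 1.5, 1114 genes were lower and 1396 higher, as its stricter null sets. Leaving out 1 library gave 2902 to 4180 lower and 3000 to 4045 higher genes, and 7 (without control replicate 1 and without control replicate 3) to 11 higher genes of glycolysis; the cause was not tested.
With an estimated correlation camera's adjusted p = 0.245 for BCAA catabolism, 0.234 for the TCA cycle, 0.40 for oxidative phosphorylation, 0.234 for propanoate metabolism, 0.245 for β-alanine metabolism, 0.439 for fatty acid oxidation and 0.245 for the shared genes. With the preset correlation their adjusted p ranged up to 4.65e-05 (fatty acid oxidation) over the other alternatives. Fatty acid synthesis passed without the low-count filter (adjusted p = 0.0166; range over alternatives 0.0166 to 0.274); the cause was not tested. That call was lost with an estimated correlation (camera adjusted p = 0.313 without the filter).
The difference of the miR-429-3p targets was -0.14 to -0.25 over the alternatives to the fit, and 0.037 against matched non-targets. The seed-match difference was -0.033, -0.052 and -0.0089 in bins 1, 2 and 4 of 3' UTR length, where it did not pass the test. It was -0.074 in bin 3 and -0.025 in bin 5, where it passed, and 0.013 against matched lists. The share of expressed genes was 79.3% with 1 count in any library, 70.5% with 10 counts over the libraries, 68.9% as tested by DESeq2 and 63.0% after filterByExpr, as their lower minimums set.
With replicate number as a block, 3796 genes were lower and 4087 higher and no call of a named gene changed. Libraries of the same number correlated by 0.133, 0.142 and 0.0997 after removal of the group means, not all above 0.1. The main fit therefore left the number out. Every pair of libraries of different number correlated negatively, from -0.126 to -0.0259, so a pairing by number stays open. At 11.0% biological variation, the smallest simulated changes were not recovered in the simulated data. That simulation changed far fewer genes than were called in the real libraries, so it sets no detection limit for them. Smaller changes passed the test in the real libraries, such as that of Ehd3.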

Differences from the paper's values

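For the miR-429-3p targets, the paper's Kolmogorov-Smirnov p is about 0.0094 in Fig. 3a, read by eye, and the value here is 5.8e-07. The paper's value is adjusted over miRNAs, and its non-targets are not the ones used here. The p also differs from the paper's under each alternative set before the count files were opened: among them it was 2.9e-19 with DESeq2 and, against non-targets matched on mean expression, 0.877 (n = 313 and n = 2817).
The paper reports RT-qPCR of 14 genes in the cisplatin-treated kidney (Fig. 1d), in sets of mice of other sizes. In RNA-seq, 8 of these genes were higher, 1 was lower and 5 did not pass the test. Both assays had Cx3cl1 (0.61), Bax (1.29), Acsl4, Timp2 (1.27), Col1a1 (1.66), Fn1 (1.15) and Vim (0.88) higher. Bcl2 (-0.03), which according to the paper does not appear to vary, did not pass the test. The paper states no change for Tfrc and Acta2, which had log2 fold changes of -1.68 (adjusted p = 3.2e-06 from edgeR) and 0.46 (adjusted p = 0.0024 from edgeR). It states a rise for Gpx4, Cxcl12, Mif and Igfbp7, which had log2 fold changes of -0.20, 0.21, 0.15 and 0.21 and did not pass the test. Igfbp7 and Cxcl12 were called higher with upper-quartile factors (0.30 and 0.29) and with library totals (0.63 and 0.65), Mif with library totals (0.57) and without cisplatin replicate 1 (0.28), and Igfbp7 without cisplatin replicate 1 (0.24). Gpx4 was called lower without cisplatin replicate 3 (-0.33).
The paper lists fatty acid metabolism among the terms of its up-regulated targets. In the whole list of fatty acid oxidation, which is not a list of targets, most genes were lower, whereas the whole lists of glutathione and cytochrome P450 drug metabolism had more genes higher than lower.
The paper states that total RNA-seq showed fewer detailed metabolic terms than the chimeric-eCLIP-seq. Here 7 metabolic lists stood within rank 14 of the camera test and the other 4, fatty acid synthesis, glycolysis, cytochrome P450 and glutathione metabolism, at ranks 25 to 34, which is another test, on lists set with the paper known. Some of these lists share genes, so their ranks are not independent results.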

Other observations

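The seed match in the 3' UTR was planned, and its comparison with matched random lists was chosen only after the first result had been seen.
Genes of tubular injury rose together. Of 29 tested, 25 were higher and 1, Itgb6, was lower (-0.78; the same counts when adjusted over the list alone), with Havcr1, Lcn2 (5.86) and Spp1 (3.04) among the risers and a median log2 fold change of 2.11. Of 34 p53 targets, 28 were higher and 1, Rrm2b, was lower (29 and 1 when adjusted over the list alone), with Cdkn1a, Eda2r (5.37) and Phlda3 among the risers and a median of 1.28. Of 37 genes of fibrosis and matrix, 33 were higher and 1, Timp3, was lower (-1.53; the same counts when adjusted over the list alone), with Dcn (1.58) and Mmp2 (2.36) higher and a median of 1.10. Of 35 genes of inflammation and complement, 23 were higher, such as Vcam1 (2.87), and 1, Cfb, was lower (-0.89; 23 and 4 when adjusted over the list alone), with a median of 1.04. In limma's camera, the adjusted p was 4.2e-15 for tubular injury, 9.4e-12 for p53 targets, 1.4e-09 for fibrosis and 1.6e-06 for inflammation. The adjusted p = 0.0539, 0.234, 0.382 and 0.234 with an estimated correlation, in the same order.
Of 33 genes of ferroptosis, 11 were lower and 8 higher (12 and 8 when adjusted over the list alone), among them the transferrin receptor Tfrc lower and ceruloplasmin Cp (2.74), transferrin Trf (1.42) and ferroportin Slc40a1 (0.67) higher. The list's median was -0.12 and its mean 0.01, and camera gave it a downward direction at an adjusted p of 0.535. With library totals 5 were lower and 14 higher. Of 41 genes of platinum drug resistance, 21 were higher, such as Mt2 (1.57), and 7 lower, such as the cation transporter Slc22a2 (-2.40; the same counts when adjusted over the list alone; camera adjusted p = 0.0209). That adjusted p = 0.234 with an estimated correlation, and camera's adjusted p was 0.0879 with library totals (range over alternatives 0.00384 to 0.0879). Of 21 genes of the cell cycle, 8 were higher and none lower (8 and 0 when adjusted over the list alone; camera adjusted p = 0.0566, range over alternatives 0.0235 to 0.195), and 4 were higher without control replicate 1 and 5 without control replicate 3, and 14 with library totals. The RT-qPCR panel, which the study chose, had 8 genes higher and 1 lower when adjusted over the list alone and a camera adjusted p of 0.0178 (0.0650 with library totals, range over alternatives 0.00174 to 0.0650), and the adjusted p = 0.234 with an estimated correlation.
Markers of other cell types went different ways. Higher were 8 of 14 markers of the collecting duct, such as Aqp2 (1.12), 8 of 12 of fibroblasts and pericytes, such as Pdgfra (0.92), and 4 of 7 of T cells, such as Lck (1.21), and none of these lists had a lower marker (10, 11 and 6 higher when adjusted over the list alone). Of 7 markers of the distal convoluted and connecting tubule, 5 were lower, such as Slc12a3 (-0.71), and 1 was higher, Trpv5 (1.26), with the same counts over the list alone. Of 12 of the endothelium, 4 were lower, such as Kdr (-0.73), and none higher (4 and 0 when adjusted over the list alone). The camera adjusted p was 0.00672 for the collecting duct, 5.1e-04 for fibroblasts, 0.0366 for T cells and the distal tubule and 0.0400 for the endothelium. The adjusted p = 0.245, 0.393, 0.256, 0.372 and 0.458 with an estimated correlation for the collecting duct, fibroblasts, T cells, the distal tubule and the endothelium. With library totals 1 distal tubule marker was lower, and 0 endothelial markers were lower and 3 higher, while 13 collecting duct and 7 T cell markers were higher. Over the alternatives camera's adjusted p ranged from 0.00392 to 0.154 for the distal tubule, from 0.00965 to 0.195 for T cells and from 0.00403 to 0.314 for the endothelium. The call was lost for the distal tubule with at least 10 counts in every library (0.154), for T cells with library totals (0.195), at least 10 counts in every library (0.156), DESeq2 (0.0917), upper-quartile factors (0.0593) and without cisplatin replicate 1 (0.0701), and for the endothelium with library totals (0.314), at least 10 counts in every library (0.0710), upper-quartile factors (0.0599) and without control replicate 1 (0.0563), cisplatin replicate 2 (0.0638) or cisplatin replicate 3 (0.0846). Without cisplatin replicate 1, 8 endothelial markers were lower, and without control replicate 1, 2 T cell markers were higher.
Of 10 podocyte markers 5 were higher and 1, Clic5, was lower (-0.60; 6 and 1 when adjusted over the list alone; camera adjusted p = 0.0609, range over alternatives 0.0143 to 0.195). Of 7 of the thick ascending limb 3 were higher and 2, Egf and Umod, lower (the same over the list alone; median -0.17, mean 0.02, camera direction up at an adjusted p of 0.875), and without cisplatin replicate 3, 4 were lower. B and plasma cells had 2 of 7 lower and 2 higher (3 and 2 when adjusted over the list alone), neutrophils 2 of 3 higher, erythroid cells 0 of 5 in either direction, fat 1 of 5 lower, Fabp4, with 5 lower without cisplatin replicate 1, and liver 3 of 9 lower and 4 higher, Alb (-1.55) among the former. Apart from B and plasma cells, the counts were the same when adjusted over each list alone. In these lists camera's adjusted p was 0.706, 0.173, 0.526, 0.302 and 0.324. For erythroid cells it ranged from 0.0495, which is under the threshold, to 0.903 over the alternatives. With library totals 8 podocyte markers were higher and 0 lower, 1 thick ascending limb marker and 0 B and plasma cell markers were lower, and camera's adjusted p for fat was 0.0365 (range over alternatives 0.0193 to 0.438). With library totals and an estimated correlation the adjusted p for fat was 0.304. The adrenal gland had 1 tested marker, Star (0.14), which did not pass the test.
Genes with a match to the miR-429-3p seed (CAGTATT) in the annotated 3' UTR were tested for repression through the seed match. Their median log2 fold change was lower than that of genes without a match by -0.03 (2279 and 11247 genes; one-sided Kolmogorov-Smirnov test, n = 2279, p = 7.0e-05; camera p = 0.608, and p = 0.643 with an estimated correlation) and lower in 5 of 5 bins of 3' UTR length, which is what was set beforehand as a sign of repression. Their median lay at percentile 81.18 among random lists matched on mean expression, so the mean expression of the genes is a candidate explanation, and whether the seed match lowers these mRNAs stays undecided. A seed match was held by 46.1% of the targets and 16.2% of non-targets, and targets with a match had a median above that of targets without one by 0.11 (143 and 167 genes).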
